# Type I interferon sensing unlocks dormant adipocyte inflammatory potential

**DOI:** 10.1038/s41467-020-16571-4

**Published:** 2020-06-02

**Authors:** Calvin C. Chan, Michelle S. M. A. Damen, Maria E. Moreno-Fernandez, Traci E. Stankiewicz, Monica Cappelletti, Pablo C. Alarcon, Jarren R. Oates, Jessica R. Doll, Rajib Mukherjee, Xiaoting Chen, Rebekah Karns, Matthew T. Weirauch, Michael A. Helmrath, Thomas H. Inge, Senad Divanovic

**Keywords:** Interferons, Inflammation, Obesity

## Abstract

White adipose tissue inflammation, in part via myeloid cell contribution, is central to obesity pathogenesis. Mechanisms regulating adipocyte inflammatory potential and consequent impact of such inflammation in disease pathogenesis remain poorly defined. We show that activation of the type I interferon (IFN)/IFNα receptor (IFNAR) axis amplifies adipocyte inflammatory vigor and uncovers dormant gene expression patterns resembling inflammatory myeloid cells. IFNβ-sensing promotes adipocyte glycolysis, while glycolysis inhibition impeded IFNβ-driven intra-adipocyte inflammation. Obesity-driven induction of the type I IFN axis and activation of adipocyte IFNAR signaling contributes to obesity-associated pathogenesis in mice. Notably, IFNβ effects are conserved in human adipocytes and detection of the type I IFN/IFNAR axis-associated signatures positively correlates with obesity-driven metabolic derangements in humans. Collectively, our findings reveal a capacity for the type I IFN/IFNAR axis to regulate unifying inflammatory features in both myeloid cells and adipocytes and hint at an underappreciated contribution of adipocyte inflammation in disease pathogenesis.

## Abstract (web summary)

White adipose inflammation can occur in obesity and is at least in part mediated by inflammatory immune cells. Here the authors show that the Type I Interferon/Interferon alpha-beta receptor axis promotes an inflammatory, glycolysis associated adipocyte phenotype.

## Introduction

Obesity is an unabated public health problem of the first order^1,2^. The pathological expansion of adipocytes in obesity creates a highly dynamic and multicellular inflammatory milieu within the white adipose tissue (WAT)^3^. Such low-grade chronic inflammation propagates the pathogenesis of obesity-associated sequelae including, type 2 diabetes mellitus (T2D) and non-alcoholic fatty liver disease (NAFLD)^4^. In contrast to myeloid cells^5^, regulation of adipocyte inflammatory potential and its contribution to obesity-associated inflammation is poorly understood. Like myeloid cells, adipocytes produce proinflammatory cytokines^6^, express innate immune receptors (e.g. Toll-like receptor (TLR))^7^ and major histocompatibility complex (MHC) class I and class II molecules and present antigens^8,9^. However, whether adipocytes possess intrinsic potential to behave “like” myeloid cells and what mechanisms regulate adipocyte inflammatory potential remains poorly defined.

Type I Interferons (IFN), predominantly IFNα and IFNβ, are dynamic immune mediators that orchestrate both innate and adaptive immune responses, including fine tuning of myeloid cell inflammatory vigor^10^. IFNβ is expressed ubiquitously, while hematopoietic cells are the primary source of IFNα. Obesity-associated metabolic endotoxemia (lipopolysaccharide; LPS)^11^ activates TLR signaling cascades and TLR signaling is a robust inducer of type I IFN production. Type I IFN engagement of ubiquitously expressed heterodimeric transmembrane receptor IFNα receptor (IFNAR) initiates various inflammatory signaling hubs^12^.

Existing literature on the contribution of the IFNAR axis to obesity-associated sequelae suggests either detrimental^13–18^ or beneficial^19,20^ effects. However, to our knowledge, the contribution of the type I IFN/IFNAR axis in regulation of adipocyte inflammatory potential has not been investigated. Given the relevance of type I IFN/IFNAR axis in regulation of myeloid cell inflammatory potential, and partial commonality in inflammatory functions between myeloid cells and adipocytes, we hypothesized that the activation of the type I IFN/IFNAR axis in adipocytes would uncover immune-like inflammatory signatures and exacerbate adipocyte-intrinsic inflammatory vigor.

Here we demonstrate that the type I IFN/IFNα receptor (IFNAR) axis uncovers glycolysis-associated adipocyte inflammatory vigor and dormant gene expression patterns that resemble inflammatory myeloid cells. Obesity induces the type I IFN axis and adipocyte IFNAR signaling contributes to obesity-associated disease pathogenesis in mice. The type I IFN/IFNAR axis-associated signatures positively correlate with obesity-driven metabolic derangements in humans and IFNβ effects are conserved in human adipocytes. Combined our observations reveal potential for the type I IFN/IFNAR axis to unify inflammatory characteristics in both myeloid cells and adipocytes.

## Results

### Type I IFN/IFNAR axis augments adipocyte inflammatory potential

Obesity is linked with augmented levels of various systemic TLR triggers (e.g. LPS^11^, DNA^21^) known to induce type I IFN production. Type I IFN engagement of the ubiquitously expressed IFNAR initiates activation of inflammatory mediators including STAT3, interleukin-6 (IL-6), tumor necrosis factor (TNF) and various chemokines^12^. Whether LPS stimulation is sufficient to activate the type I IFN axis in primary adipocytes, as it does in myeloid cells, is underdefined. LPS treatment of mouse primary adipocytes induced IFNβ production (Fig. 1a) and mRNA expression of type I IFN signature genes including *Irf9*, *Oas1a* and *Isg15* in an IFNAR-dependent manner (Fig. 1b). Further, as in myeloid cells^10,22^, IFNβ treatment enhanced adipocyte IFNAR-dependent, LPS-driven proinflammatory cytokine production (Fig. 1c, d). Levels of LPS-driven IFNβ production (Fig. 1e), LPS-driven mRNA expression of the type I IFN signature genes (Fig. 1f) and IFNβ + LPS-driven inflammatory vigor (Fig. 1g) in adipocytes mirrored that observed in myeloid cells. Priming of adipocytes was not restricted to IFNβ, as an IFNα subtype (e.g. IFNα4) similarly enhanced LPS-driven IL-6 production (Supplementary Fig. 1a). In addition to *Tlr4*, primary adipocytes also expressed *Tlr2*, *Tlr3*, and *Tlr9* (Supplementary Fig. 1b) and activation of TLR2 (Pam2Cys) or TLR3 (Poly I:C) signaling in adipocytes was sufficient to induce IL-6 and IFNβ production and activate the type I IFN axis (Supplementary Fig. 1c−f). Overall these findings suggest that akin to myeloid cells, various TLR ligands can potently induce proinflammatory cytokine production and activate the type I IFN axis in adipocytes. In addition, our data indicate that activation of the type I IFN/IFNAR axis regulates adipocyte inflammatory vigor.

**Fig. 1:**
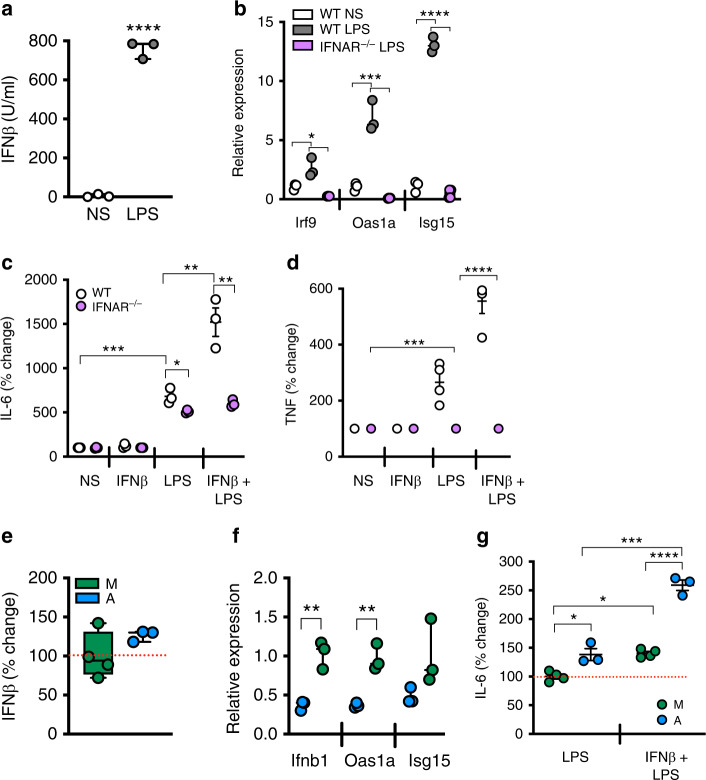
IFNβ/IFNAR axis exacerbates adipocyte immune potential. Primary adipocytes or bone-marrow-derived macrophages isolated from chow-diet-fed WT and IFNAR^−/−^ mice were treated with saline (NS), IFNβ (250 U/ml) or LPS (100 ng/ml) as indicated. **a** Quantified IFNβ protein levels in adipocyte culture supernatants by type I IFN activity assay. **b** mRNA expression by qPCR of indicated type I IFN axis genes in adipocytes, relative expression to WT NS. **c** IL-6 and **d** TNF protein levels in adipocyte culture supernatants quantified by ELISA; % change over NS. **e** Quantified IFNβ protein levels in adipocytes and macrophage culture supernatants by type I IFN activity assay; % change to macrophage. **f** mRNA expression of indicated type I IFN axis genes by qPCR in adipocytes and macrophage, relative expression to macrophage. **g** IL-6 protein levels in stimulated macrophages and adipocytes under indicated conditions quantified by ELISA; % change to LPS-stimulated macrophages. **a**−**d** Representative of three independent experiments, *n* = 3−4/condition. **e**−**g** Representative of three independent experiments, *n* = 3−4/condition. For bar graphs, data represents mean ± SEM. **a**−**g** For box plots, the midline represents the mean, boxes represent the interquartile range and whiskers show the full range of values. **a**−**d** Unpaired two-tailed Student’s *t* test. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. **e**−**g** Unpaired two-tailed Student’s *t* test. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. M denotes macrophage and A denotes adipocyte. Source data are provided as a Source data file.

### Type I IFN uncovers dormant adipocyte inflammatory networks

This similar type I IFN mediated tuning of inflammatory vigor between adipocytes and myeloid cells (e.g. macrophages) prompted us to investigate the breadth of their shared functionality. Utilizing an unbiased RNA-seq approach (Fig. 2a), principal component analysis revealed that despite clear distinction at baseline between adipocytes and bone-marrow-derived macrophages, treatment with IFNβ followed by LPS drove adipocytes and macrophages to converge towards a similar gene expression signature (Fig. 2b, c). 

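Primary adipocytes, differentiated in culture from the stromal vascular fraction of inguinal WAT, were treated with saline (NS) or IFNβ for 3 h and then with or without LPS (100 ng/ml) for 4 h. The 4 conditions (NS, IFNβ, LPS and IFNβ + LPS) had 2 samples each. The paper gives the dose of IFNβ as 250 U/ml and, in a supplementary legend, as 200 U/ml, which the labels of the samples also give. Libraries were sequenced as 50 bp single-end reads, at a depth that the paper gives in its methods. The paper states that reads were aligned to mm10 with COBWeb in StrandNGS, that reads with more than 5 matches were ignored, and that expression was estimated by expectation maximization. For each gene, the authors deposited an expected count, which is the estimated number of reads on that gene, neither divided by gene length nor scaled between samples. A header above these values reads TPM, but the values of 1 sample add up to between 21111381 and 26957120 counts, with a median of 22866652. At this depth, 3 counts correspond to between 0.116 and 0.157 normalized CPM, taken as the level under which values are known only coarsely. Such levels and the intervals given with percentages cover counting error only. The macrophage samples of the same experiment were not analysed here.

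Counts were rounded, and the 9062 genes with an RPKM over 3 in both samples of at least 1 condition were tested, with exon lengths from the GENCODE M21 annotation of GRCm38. Normalization used edgeR's TMM factors, which were 1.11 and 1.11 in NS, 1.02 and 1.01 with IFNβ, 0.975 and 0.976 with LPS, and 0.911 and 0.905 with IFNβ + LPS. Treatments were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in 1 fit of the 4 conditions. A gene was called changed at an adjusted p-value under 0.05 and a change over 1.5-fold. The samples of a condition differed by more than counting noise, with a chi-square per degree of freedom of 8.63 in NS, 7.79 with IFNβ, 3.11 with LPS and 7.77 with IFNβ + LPS. The labels number the samples of each condition 1 and 2. Across genes, which are not independent replicates, the difference between sample 1 and sample 2 in one condition correlated with that in another at between −0.0630 and 0.109. With these numbers as a block in the fit, 888 genes were changed by IFNβ, 1682 by LPS and 2365 by IFNβ + LPS, against 887, 1679 and 2367 without it.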

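In the 8 adipocyte samples, principal component analysis of log2 CPM (pseudocount 1) over the 9062 tested genes, centred and not scaled, placed 72.4% of the variance on component 1 and 22.6% on component 2. Component 3 held 2.92%. On component 1, the NS samples lay at −53.0 and −54.3, and the IFNβ samples at −0.302 and 1.79. The LPS samples lay at 16.5 and 17.1, and the IFNβ + LPS samples at 35.8 and 36.3. Replicates on component 1 were closer to each other than to any sample of another condition. On component 2, the IFNβ samples lay at −31.2 and −29.7, the LPS samples at 19.7 and 20.1, the NS samples at 9.54 and 5.94, and the IFNβ + LPS samples at 2.58 and 3.05. The share of component 1 fell to 49.5% when genes were scaled to unit variance, the alternative that moved it most.

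**Figure D1:**
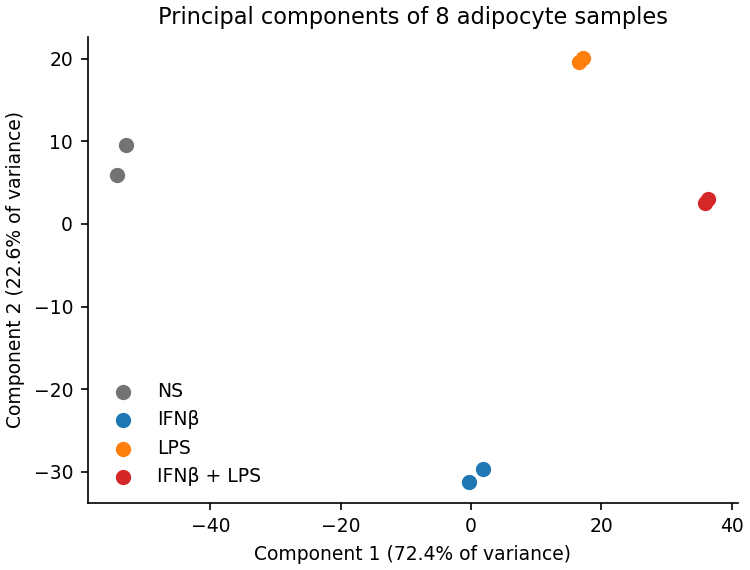
Scores of the 8 adipocyte samples on component 1 (x axis, 72.4% of the variance) and component 2 (y axis, 22.6%), coloured by condition. The NS samples sit at the left, near −53.0 and −54.3, and the IFNβ + LPS samples at the right, near 35.8 and 36.3.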

At baseline, only 35 out of the 2500 most highly expressed genes (0.7%; most overlapped genes are putative) in adipocytes and macrophages were shared, indicating a comparison of distinct cell types (Fig. 2d; Supplementary Fig. 2a). 

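All 35 genes listed in Supplementary Fig. 2a were found among the adipocyte values. By mean CPM in the 2 NS samples, 0 of the 35 were among the 2500 most highly expressed genes, the last of which had 78.4 CPM. By RPKM, which could be computed for 31 of them, 1 of the 35 was among the 2500 highest, the last of which had an RPKM of 19.1. That gene was *Gm8810* (Entrez Gene 667782), an unprocessed pseudogene on chromosome 17 from 36066108 to 36067753 of GRCm38, which ranked 1763 by RPKM. In NS it had 19.0 ± 9.76 CPM (SD, n = 2), and its counts include reads that the expectation maximization divided among genes. By CPM the highest of the 35 was *Hdac5* (Entrez Gene 15184), on chromosome 11 from 102194432 to 102230166, with 63.6 ± 0.0707 CPM (SD, n = 2) and rank 3158. *Chst12* (Entrez Gene 59031), on chromosome 5 from 140505550 to 140525724, had 35.6 ± 0.574 CPM (SD, n = 2). The median of the 35 genes was 1.90 CPM, and 10 of them were under 1 CPM in both NS samples. Their median rank by RPKM was 10897, and the lowest rank was 18765. Only 8 of the 35 had an RPKM over 3 in both samples of a condition, and all 8 were lower with IFNβ + LPS than in NS and past the threshold. Their log2 fold changes ran from −3.03 (standard error 0.34, adjusted p = 1.9e-06) for *Gm8810* to −1.0 (standard error 0.0810, adjusted p = 5.3e-08) for *Hdac5*, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. On the scale of log2 CPM plus 1, 34 of the 35 genes were lower with IFNβ + LPS than in NS. Some of the 35, such as *Rex2* at 0.130 CPM in NS, lay near the level of 3 counts. The paper drew the list from the NS state of this same experiment. If its genes were picked as relatively high in NS, falls with treatment follow from the picking. The falls and their p-values are therefore not independent evidence. The macrophage side of this comparison was not analysed here.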

Of note, while IFNβ or LPS alone increased the overlap of gene expression patterns (1206 [25.1%], 758 [20.2%] respectively) between the cell types (Fig. 2d; Supplementary Fig. 2b), IFNβ + LPS combination treatment led to the greatest convergence of regulated genes (2033 [30.4%]; Fig. 2d). 

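In adipocytes, 887 of the 9062 tested genes were changed by IFNβ against NS, 732 of them higher and 155 lower. LPS changed 1679 genes, 1078 higher and 601 lower. IFNβ + LPS changed 2367 genes, 1411 higher and 956 lower. Without the filter on RPKM, the alternative that raised these counts most, they were 1758, 3260 and 4624. At a change over 2-fold, the alternative that lowered them most, they were 462, 820 and 1148. Shares with macrophages were not analysed here.

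Among genes past the threshold whose treated samples all lay on the same side of every NS sample, the largest rise with IFNβ was in *Tgtp1* (Entrez Gene 21822), on chromosome 11 from 48985327 to 48994172 of GRCm38. It went from 0.538 ± 0.141 CPM in NS to 249 ± 17.0 CPM with IFNβ (SD, n = 2 each), a log2 fold change of 8.84 (standard error 0.13, adjusted p = 2.9e-16) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Tgtp1* and its paralog *Tgtp2*, which followed at 8.58, share reads. The log2 fold changes of *Cmpk2*, *Ifit3* and *Rsad2* with IFNβ were 8.48, 8.42 and 8.40. The largest falls with IFNβ were in *Gm8810* (−4.43), *Nptx1* (−1.76), *Gpr84* (−1.38), *Fgf11* (−1.32) and *Clec4n* (−1.30). For *Gpr84*, which had 0.610 ± 0.207 CPM in NS and 0.225 ± 0.119 CPM with IFNβ (SD, n = 2 each), the adjusted p was 0.047, and it was 0.055 with the replicate number as a block and 0.066 with limma on log2 RPKM and a pseudocount of 1.

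The largest rise with LPS was in *Cxcl5* (Entrez Gene 20311), on chromosome 5 from 90759360 to 90761624. It went from 6.23 ± 2.69 CPM in NS to 1149.7 ± 6.60 CPM with LPS (SD, n = 2 each), a log2 fold change of 7.55 (standard error 0.16, adjusted p = 2.4e-14) from the same test. *Mx2*, *Rsad2*, *Ifit1* and *Csf3* followed with log2 fold changes of 7.55, 7.47, 7.31 and 7.30. *Mab21l1* (−3.02), *Mrgprf* (−3.01), *Dio3os* (−2.85), *Gas1* (−2.83) and *Gm8810* (−2.72) fell most. With IFNβ + LPS, *Tgtp1* again rose most, to 329 ± 19.6 CPM (SD, n = 2), a log2 fold change of 9.24 (standard error 0.13, adjusted p = 1.1e-16) from the same test. Next were *Rsad2* (8.98), *Tgtp2* (8.89), *Cmpk2* (8.77) and *Mx1* (8.58). The largest falls were in *Serpina3g* (−7.36), *Dio3* (−3.72), *Dio3os* (−3.62), *Gas1* (−3.38) and *Mab21l1* (−3.05). For *Serpina3g*, the counts of its paralog *Serpina3f* rose in the same samples, and the sum of both genes was 2648 and 3199 counts with IFNβ + LPS against 798 and 911 counts in NS.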

Comparably upregulated genes between the adipocytes and macrophages, after combined IFNβ + LPS treatment, included those associated with broad activation of inflammatory cascades and antigen presentation (Fig. 2e; Supplementary Fig. 2c, d). 

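The 12 genes marked in the volcano plots of Fig. 2e were all tested in adipocytes. All 12 rose past the threshold with IFNβ + LPS and with LPS alone, and 11 did so with IFNβ alone. Their median log2 fold change was 4.45 with IFNβ + LPS, 3.84 with LPS and 2.50 with IFNβ. All p-values given for single genes are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Mx1* (Entrez Gene 17857), on chromosome 16 from 97447035 to 97462907 of GRCm38, went from 1.04 ± 0.382 CPM in NS to 398 ± 6.94 CPM with IFNβ + LPS (SD, n = 2 each), a log2 fold change of 8.58 (standard error 0.11, adjusted p = 6.7e-17). Its log2 fold change was 8.19 with IFNβ and 7.06 with LPS. *Il6* (Entrez Gene 16193), on chromosome 5 from 30013114 to 30019981, went from 3.52 ± 0.994 to 361 ± 3.88 CPM (SD, n = 2 each), a log2 fold change of 6.70 (standard error 0.11, adjusted p = 9.1e-16). With LPS alone it reached 185 ± 1.62 CPM (SD, n = 2), and IFNβ + LPS exceeded LPS alone by a log2 fold change of 0.97 (adjusted p = 1.8e-07). *Ccl2* (Entrez Gene 20296), on chromosome 11 from 82035571 to 82037453, went from 129.9 ± 26.6 to 2161 ± 97.9 CPM (SD, n = 2 each), a log2 fold change of 4.06 (standard error 0.11, adjusted p = 2.2e-13). Its difference between IFNβ + LPS and LPS alone, 0.26 (adjusted p = 0.056), did not pass the test. *Il1b* (Entrez Gene 16176), on chromosome 2 from 129364570 to 129371139, had 0.437 ± 0.126 CPM in NS, 28.3 ± 3.37 with LPS and 12.5 ± 0.974 with IFNβ + LPS (SD, n = 2 each). Against LPS alone, *Il1b* was lower with IFNβ + LPS, at a log2 fold change of −1.17 (adjusted p = 1.2e-06), and with IFNβ alone its change of 0.87 (adjusted p = 0.097) did not pass the test. With limma on log2 RPKM and a pseudocount of 0.1, that change was 0.68 with an adjusted p of 0.0064.

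With IFNβ + LPS against NS, the log2 fold changes of the other chemokine and cytokine genes were 3.09 for *Ccl8*, 3.56 for *Ccl7* and 3.72 for *Tnf*. *Isg15* rose by 7.03 and *Oas1a* by 5.46. The log2 fold change of *Tnf* was 3.90 with LPS alone, and its difference from IFNβ + LPS did not pass the test (−0.18 (adjusted p = 0.35)). Of the genes for antigen presentation, *H2-Q6* (Entrez Gene 110557), on chromosome 17 from 35424850 to 35430055, went from 3.12 ± 0.187 to 145 ± 6.53 CPM (SD, n = 2 each), a log2 fold change of 5.54 (standard error 0.11, adjusted p = 3.0e-15). *H2-Q5*, annotated as a polymorphic pseudogene, and *H2-K2*, annotated as a transcribed unprocessed pseudogene, rose by 3.89 and 3.35. These class I genes are near-identical in parts, and their counts include reads that the expectation maximization divided among them. Fold changes of single genes were recomputed with other pseudocounts, filters and normalization and with the replicate block, and none of these changed the direction or the call of the 12 genes with IFNβ + LPS.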

Complementary computational analyses of enriched transcription factor (TF) binding site “motifs” and ChIP-seq and DNase-seq peaks highlighted a convergence between IFNβ + LPS-stimulated adipocytes and macrophages (e.g. STATs, IRFs, NF-κb, chromatin accessibility; Supplementary Fig. 2e, f). 

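Of the 2367 adipocyte genes changed by IFNβ + LPS against NS, 796 were also changed by IFNβ alone, which is 33.6% (95% Wilson interval 31.8 to 35.6). With LPS alone, 1502 were also changed, which is 63.5% (95% Wilson interval 61.5 to 65.4). The sets of genes were defined by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, at an adjusted p-value under 0.05 and a change over 1.5-fold. The direction of change was the same for 779 of the 796 genes and for 1501 of the 1502 genes. In all, 572 genes were changed by every treatment, 224 by IFNβ + LPS and IFNβ but not LPS, and 930 by IFNβ + LPS and LPS but not IFNβ. Of the genes changed by IFNβ alone, 89.7% were also changed by IFNβ + LPS, and of those changed by LPS alone, 89.5%. Across the 9062 tested genes, which are not independent replicates, the log2 fold changes with IFNβ + LPS correlated with those with IFNβ at a Pearson's r of 0.831 and with those with LPS at 0.950. All of these fold changes share the same NS samples, which by itself raises both correlations. The percentages moved most without TMM factors, to 26.5% for IFNβ and 56.5% for LPS.

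**Figure D2:**
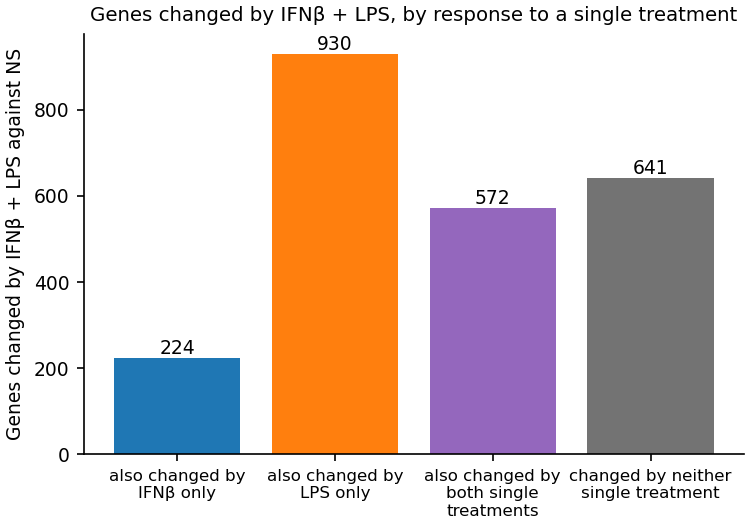
Number of adipocyte genes changed by IFNβ + LPS against NS (y axis), divided by whether a single treatment also changed them (x axis). The bars stand at 224 genes for IFNβ only, 930 for LPS only, 572 for both single treatments and 641 for neither.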

Notably, in adipocytes, 764 [42%] genes were overlapped between IFNβ + LPS and IFNβ-alone treatment, while only 151 [8.3%] genes were overlapped between IFNβ + LPS and LPS-alone treatment (Supplementary Fig. 3a). 

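In adipocytes, 341 genes were higher with IFNβ + LPS than with IFNβ alone by over 2-fold, and 176 were higher than with LPS alone by over 2-fold, at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Together these were 505 genes, of which 12 were over 2-fold higher than with each single treatment. Besides 1 RIKEN clone, the genes were *AA467197*, *Cxcl9*, *Ebi3*, *Fam26f*, *Gbp11*, *H2-Q6*, *H2-Q7*, *Il1rl1*, *Il1rn*, *Penk* and *Tslp*. At over 1.5-fold in place of 2-fold, the alternative that moved this count most, 81 genes were higher than with each single treatment.

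Of the secreted soluble factors named in the paper, *Cxcl9* (Entrez Gene 17329) lies on chromosome 5 from 92321347 to 92328079 of GRCm38. It had 3.51 ± 0.287 CPM in NS, 202 ± 12.8 with IFNβ, 319 ± 6.69 with LPS and 1278 ± 63.3 with IFNβ + LPS (SD, n = 2 each). *Cxcl9* was higher with IFNβ + LPS than with IFNβ by a log2 fold change of 2.66 (standard error 0.0643, adjusted p = 4.3e-13) and than with LPS by 2.00 (standard error 0.0625, adjusted p = 1.7e-11), from the same test. *Cxcl10* (Entrez Gene 15945), on chromosome 5 from 92346638 to 92348889, had 19.5 ± 0.393 CPM in NS, 1348 ± 197 with IFNβ, 2375 ± 74.3 with LPS and 3965 ± 67.3 with IFNβ + LPS (SD, n = 2 each). Its log2 fold change with IFNβ + LPS was 1.56 (standard error 0.0819, adjusted p = 1.2e-09) against IFNβ and 0.74 (standard error 0.0804, adjusted p = 6.6e-06) against LPS. *Ccl5* (Entrez Gene 20304), on chromosome 11 from 83525778 to 83530518, went from 0.527 ± 0.199 CPM in NS to 3.20 ± 0.399 with IFNβ, 50.7 ± 5.07 with LPS and 86.7 ± 0.507 with IFNβ + LPS (SD, n = 2 each). With IFNβ + LPS it was higher by 4.76 (standard error 0.11, adjusted p = 3.9e-13) than with IFNβ and by 0.77 (standard error 0.0771, adjusted p = 2.8e-06) than with LPS. *Il15* (Entrez Gene 16168), on chromosome 8 from 82331632 to 82403222, had 1.28 ± 0.107 CPM in NS and 27.8 ± 2.11 with IFNβ + LPS (SD, n = 2 each). *Il15* was higher with IFNβ + LPS by 1.08 (standard error 0.0954, adjusted p = 3.4e-07) than with IFNβ and by 0.67 (standard error 0.0919, adjusted p = 6.8e-05) than with LPS. Against NS, the log2 fold changes of the 4 genes with IFNβ + LPS were 8.50 for *Cxcl9*, 7.66 for *Cxcl10*, 7.37 for *Ccl5* and 4.43 for *Il15*.

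**Figure D3:**
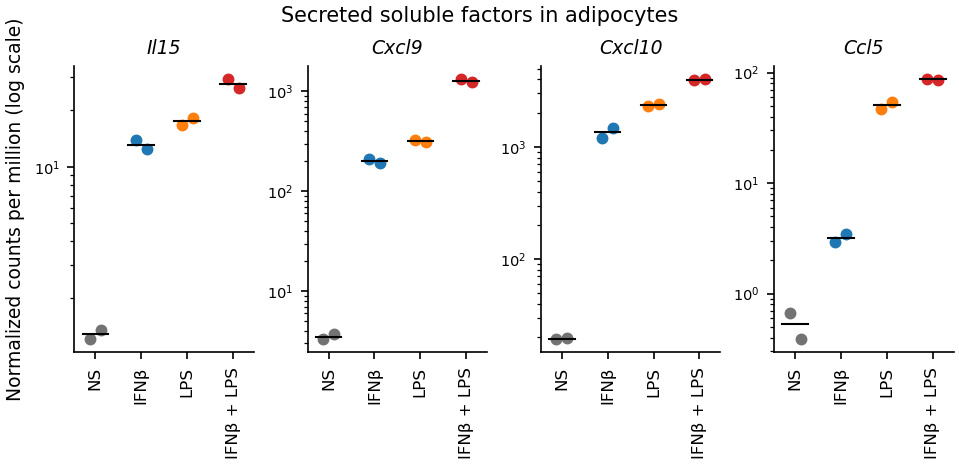
Normalized CPM (y axis, log scale) of *Il15*, *Cxcl9*, *Cxcl10* and *Ccl5* in each of the 2 adipocyte samples per condition (points) with the mean (line). *Cxcl9* rises from a mean of 319 CPM with LPS to 1278 CPM with IFNβ + LPS, and *Il15* from 17.5 to 27.8 CPM.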

Closer examination of pathways significantly augmented by combined IFNβ + LPS treatment (>2-fold over IFNβ or LPS alone) in adipocytes revealed ontologies associated with diabetic complications, TNF and IL-6 signaling, TLR signaling, and secreted soluble factors (e.g. IL-15, CXCL9, CXCL10, CCL5; Supplementary Fig. 3b). Additionally, inhibition of Jak1 abrogated IFNβ augmentation of adipocyte inflammatory vigor and activation of the IFNAR axis (Supplementary Fig. 3c, d). 

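In adipocytes, 641 genes were changed by IFNβ + LPS against NS and by neither single treatment, 251 higher and 390 lower, with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Their median absolute log2 fold change with IFNβ + LPS was 0.69. The larger of their absolute log2 fold changes with a single treatment had a median of 0.47, and 614 of them had an adjusted p-value under 0.05 with a single treatment at a change under 1.5-fold. Tested directly, 388 of the 641 genes differed between IFNβ + LPS and each single treatment at an adjusted p-value under 0.05. The interaction of IFNβ and LPS had an adjusted p-value under 0.05 in 18 of the 641. Without TMM factors, 1114 genes were changed by IFNβ + LPS only, and without the filter on RPKM 1403, the alternative that raised the count most. With a filter at an RPKM over 10, the alternative that lowered it most, the count was 277.

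Of the 16 genes in the heat map of Fig. 2f, 11 were tested. *Trim36*, *Ticam2*, *Cd28*, *Gad2* and *Slc1a2* did not reach an RPKM over 3 in both samples of any condition, and their highest mean was 4.30 ± 0.265 CPM (SD, n = 2), for *Trim36* with IFNβ + LPS. With IFNβ + LPS, 10 of the 11 genes were higher past the threshold, against 3 with LPS and 1 with IFNβ. The genes past the threshold with IFNβ + LPS and with neither single treatment were *Cyld*, *Fgf7*, *Got1*, *Il1rn*, *Ptk2*, *Tlr4* and *Traf6*. LPS alone raised *Fgf7*, *Traf6*, *Il1rn*, *Cyld* and *Got1* by log2 fold changes of 0.55, 0.53, 0.52, 0.45 and 0.41. Each of these had an adjusted p-value under 0.05 and missed only the 1.5-fold limit. Of the listed genes, *Il1rn* alone had an interaction at an adjusted p-value under 0.05. *Tlr4* (Entrez Gene 21898), on chromosome 4 from 66827584 to 66930284 of GRCm38, had 30.0 ± 2.24 CPM in NS, 37.8 ± 3.47 with IFNβ, 32.2 ± 0.837 with LPS and 46.8 ± 0.853 with IFNβ + LPS (SD, n = 2 each). Its log2 fold change with IFNβ + LPS was 0.64 (standard error 0.0781, adjusted p = 4.8e-06) against NS and 0.54 (adjusted p = 1.1e-04) against LPS, from the same test. Its change with LPS alone was 0.10 (adjusted p = 0.3), and −0.0871 without TMM factors. *Il1rn* (Entrez Gene 16181), on chromosome 2 from 24336853 to 24351494, had 82.2 ± 13.2 CPM in NS, 113 ± 14.5 with IFNβ, 118 ± 13.9 with LPS and 248 ± 15.7 with IFNβ + LPS (SD, n = 2 each). It was higher with IFNβ + LPS by 1.59 (standard error 0.11, adjusted p = 6.6e-09) than in NS. The log2 fold changes of *Got1*, *Fgf7*, *Traf6*, *Cyld* and *Ptk2* with IFNβ + LPS were 0.85, 0.89, 0.80, 0.64 and 0.64. For *Ptk2* the change with IFNβ alone was 0.55 (adjusted p = 8.7e-06), under 1.5-fold, and IFNβ + LPS did not differ from it (0.093, adjusted p = 0.25). *Stat3*, *Map3k5* and *Ccl5* were also changed by LPS alone, with log2 fold changes of 0.93, 0.98 and 6.60. *Cd59a* had 11.0 ± 0.0970 CPM in NS and 10.8 ± 0.566 with IFNβ + LPS (SD, n = 2 each), a log2 fold change of −0.023 (adjusted p = 0.86). Without TMM factors this was −0.31 with an adjusted p of 0.016. With LPS alone its change was 0.0014 (adjusted p = 0.99), and −0.19 without TMM factors.

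The ontology enrichments themselves were not computed, and the genes of these processes were read from lists written by hand. In a list of 18 genes for class I MHC processing and presentation, all 18 were higher past the threshold with each treatment. The median log2 fold change was 2.38 with IFNβ, 1.74 with LPS and 2.91 with IFNβ + LPS. Of the 18, 4 were higher by over 1.5-fold with IFNβ + LPS than with IFNβ, and all 18 than with LPS. In a list for glucose transport and insulin signalling, 14 of 16 genes were tested, with a median log2 fold change of −0.13 with IFNβ, −0.36 with LPS and −0.37 with IFNβ + LPS. With IFNβ + LPS, 5 of the 14 were lower and 2 higher past the threshold, and with LPS 4 were lower and 2 higher. *Slc2a4* (Entrez Gene 20528), on chromosome 11 from 69942539 to 69948188, which encodes the glucose transporter GLUT4, had log2 fold changes of −1.07 (adjusted p = 5.1e-07) with LPS and −0.72 (adjusted p = 1.9e-05) with IFNβ + LPS. From its findings, including others not analysed here, the paper proposes that adipocytes hold a dormant immunological capacity and that activation of the IFNAR axis is partly responsible for uncovering their inflammatory programs.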

Pathways that were distinct to IFNβ + LPS treatment in adipocytes included class I MHC processing and presentation, adaptive and innate immune system, PI3K/AKT activation, impaired glucose tolerance, increased adipocyte glucose uptake, and regulation of glucose transmembrane transport (Fig. 2f). Collectively these findings suggest that adipocytes possess a dormant underlying immunological capacity similar to bone-marrow-derived cells of myeloid origin and that the activation of the type I IFN/IFNAR axis in adipocytes is, in part, responsible for uncovering adipocyte inflammatory clades.

**Fig. 2:**
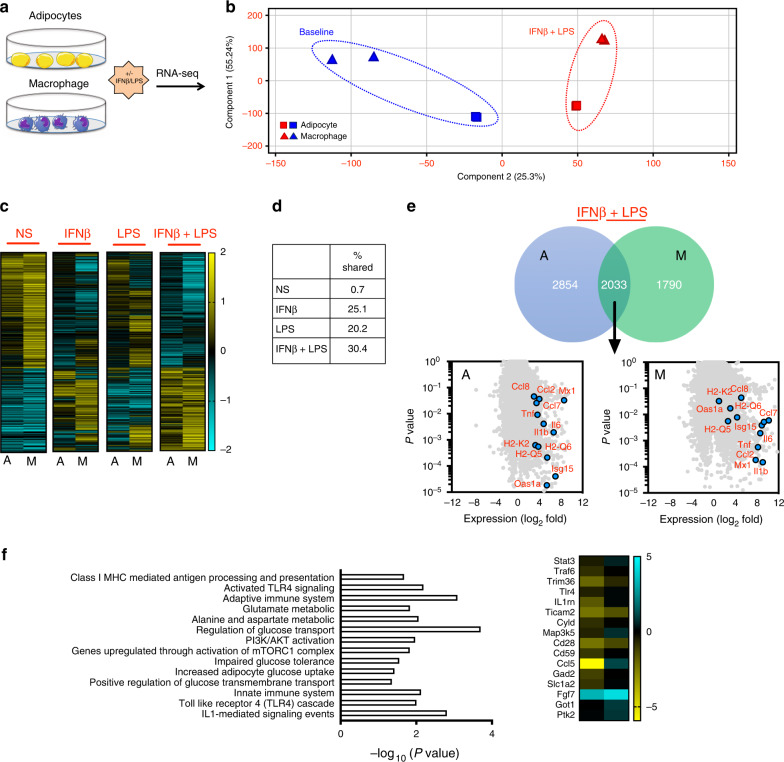
Type I IFN/IFNAR axis drives convergence between adipocyte and macrophage inflammatory gene signature. Adipocytes and macrophages isolated from chow-diet-fed WT mice were treated with (NS), IFNβ (250 U/ml) and/or LPS (100 ng/ml) and subjected to RNA-seq analysis. **a** Schematic overview. **b** Principal component analysis of RNA-seq analysis, distance of component 2 (*X*-axis) delineates the similarity of gene expression patterns between cell types. **c** Heat maps of RNA-seq analyses in adipocytes and macrophages treated under indicated conditions. **d** Percent of shared genes between adipocytes and macrophages treated under indicated conditions. **e** Venn diagram (top) and volcano plots (bottom) of genes differentially expressed under IFNβ + LPS treatment in adipocytes and macrophages. **f** Adipocyte ontology pathways and heat map of representative genes distinct to IFNβ + LPS treatment. **a**−**f** A single experiment, *n* = 2/condition. A denotes adipocytes. M denotes macrophages. Source data are provided as a Source data file.

### Type I IFN/IFNAR axis promotes adipocyte glycolysis

We next sought to determine the means by which type I IFN/IFNAR axis uncovers adipocyte inflammatory potential. Alteration of glycolysis and fatty acid oxidation regulates myeloid cell inflammatory capacity^23,24^, and glucose metabolism mediates IFNβ antiviral capacity^25^. 

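Of the genes in the heat map of Fig. 3a, 6 are reported here, all tested in adipocytes. With IFNβ against NS, 1 of the 6 passed the threshold. P-values for single genes are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Hif1a* (Entrez Gene 15251), on chromosome 12 from 73901375 to 73947530 of GRCm38, had 207 ± 9.36 CPM in NS and 208 ± 9.31 CPM with IFNβ (SD, n = 2 each). The log2 fold change of *Hif1a* with IFNβ was 0.0076 (standard error 0.0585, adjusted p = 0.93), a difference smaller than the spread of replicates. It was −0.12 without TMM factors, −0.024 without the filter on RPKM and −0.0065 with a filter at an RPKM over 10. *Hif1a* had 669.8 ± 15.0 CPM with LPS and 582 ± 18.2 CPM with IFNβ + LPS (SD, n = 2 each), log2 fold changes of 1.69 (adjusted p = 4.8e-12) and 1.49 (adjusted p = 1.4e-11) against NS. *Eif6* (Entrez Gene 16418), on chromosome 2 from 155819832 to 155826925, had 99.2 ± 9.43 CPM in NS and 117 ± 0.530 CPM with IFNβ (SD, n = 2 each). Its log2 fold change of 0.24 (standard error 0.0672, adjusted p = 0.01) with IFNβ passed the test but not 1.5-fold, and without TMM factors it was 0.11 with an adjusted p of 0.16. With LPS, *Eif6* had a log2 fold change of 0.90 (adjusted p = 2.8e-08). LPS and IFNβ, compared directly, differed by 1.68 (adjusted p = 1.5e-11) for *Hif1a* and 0.66 (adjusted p = 1.0e-06) for *Eif6*. The counts of *Hif1a* and *Eif6* are not whole numbers in any sample, as both include reads that the expectation maximization divided among genes.

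*Htr2a* (Entrez Gene 15558), on chromosome 14 from 74640840 to 74709494, was the 1 of these genes past the threshold with IFNβ. It went from 7.46 ± 1.15 to 17.5 ± 0.419 CPM (SD, n = 2 each), a log2 fold change of 1.24 (standard error 0.13, adjusted p = 2.0e-06). *Stat3* rose by 0.17 (adjusted p = 0.033), under 1.5-fold, and without TMM factors by 0.043 with an adjusted p of 0.54. The log2 fold changes of *Trp53* and *Ier3* with IFNβ were −0.034 (adjusted p = 0.71) and −0.23 (adjusted p = 0.087). The adjusted p of *Ier3* was 0.044 with the replicate number as a block, 0.0015 without the filter on RPKM and 0.010 without TMM factors, each with a fall. Without TMM factors, *Trp53* changed by −0.16 with an adjusted p of 0.039. In a list of 19 glycolytic enzymes and transporters, the median log2 fold change with IFNβ was −0.11, and 0 of the 19 genes passed the threshold. Of the 19 genes, 3 were higher and 16 lower with IFNβ, and limma's camera test of the list gave an adjusted p = 0.14 over 96 tests of lists. Without TMM factors the median was −0.24, and without the filter on RPKM it was −0.15 and the list passed an unadjusted p-value of 0.05. With an estimated inter-gene correlation, camera's unadjusted p-value was 0.54.

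**Figure D4:**
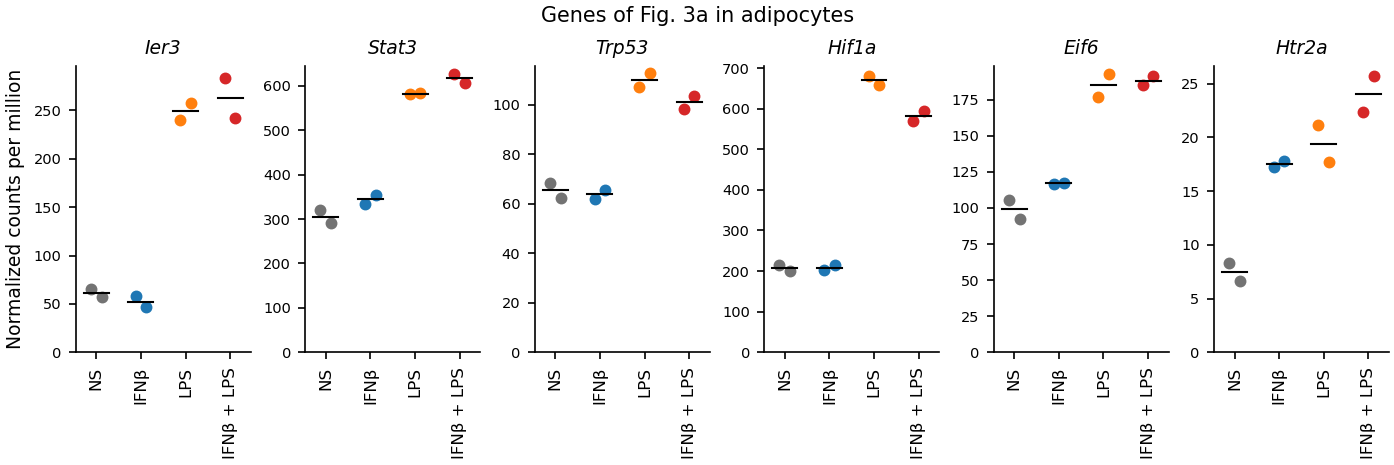
Normalized CPM (y axis, each panel with its own scale) of 6 genes of Fig. 3a in each of the 2 adipocyte samples per condition (points) with the mean (line). *Hif1a* stays near 207 CPM in NS and 208 CPM with IFNβ, and reaches 669.8 CPM with LPS.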

Our unbiased RNA-seq analysis of IFNβ-treated adipocytes also revealed augmented expression of genes regulating glycolytic pathways (e.g. *Hif1a*^26^, *Eif6*^27^; Fig. 3a). To examine the direct effect of IFNβ on adipocyte metabolic flux through glycolysis, the expression of key glycolysis-associated enzymes, lactate production, and cellular respiration were quantified. IFNβ treatment of adipocytes enhanced phosphofructokinase 1 (*Pfk1*), phosphoglycerate kinase (*Pgk1*) and pyruvate kinase (*Pkm2*) mRNA expression (Fig. 3b), promoted basal extracellular acidification rate (ECAR) (Fig. 3c, d), without altering lactate production (Supplementary Fig. 4a), and increased cellular respiration (Oxygen Consumption Rate [OCR]) (Fig. 3e, f). Combined IFNβ + LPS treatment did not further enhance ECAR (Supplementary Fig. 4b). These data hinted that IFNβ could alter aerobic glycolysis in adipocytes. To begin to delineate metabolic pathways modulated by IFNβ and to examine if such alterations are linked to glycolysis, adipocytes were treated with IFNβ in the presence of inhibitors of fatty acid oxidation (etomoxir) or glycolysis (2-Deoxy-d-Glucose (2-DG)). Only 2-DG, but not etomoxir, treatment reversed the IFNβ-mediated increase in basal cellular respiration (Fig. 3f; Supplementary Fig. 4c, d), dampened the expression of IFNβ-driven signature genes (*Oas1a* and *Isg15*; Fig. 3g) and depressed IFNβ-driven augmentation of adipocyte inflammatory potential (Fig. 3h; Supplementary Fig. 4e). Combined, these findings suggest that the type I IFN axis alters adipocyte core metabolism, possibly through aerobic glycolysis, and that such modification is associated with the enhancement of adipocyte inflammatory potential.

**Fig. 3:**
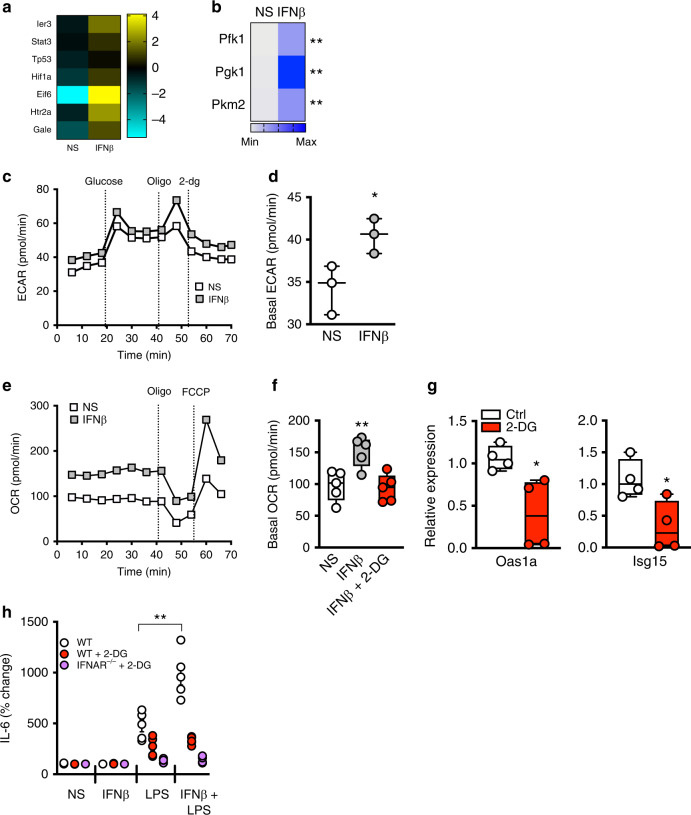
IFNβ modifies glycolysis-associated inflammatory vigor in adipocytes. **a** Differential expression of representative genes in pathways associated with regulation of glycolysis in adipocytes from RNA-seq analysis. **b** WT adipocytes were treated in the presence or absence of IFNβ (250 U/ml) and mRNA expression of indicated glycolytic pathway-associated genes measured by qPCR, relative expression compared to NS. **c**−**f** Adipocyte cellular bioenergetics as determined by Seahorse XF96 analyzer with sequential injection of glucose (2 mM), oligomycin (2 µg/ml), 2-Deoxy-d-glucose (2-DG, 10 mM), or FCCP [1 mM] as indicated. **c** Mean extracellular acidification rate (ECAR). **d** Basal ECAR. **e** Mean oxygen consumption rate (OCR). **f** Basal OCR in the presence or absence of pretreatment with 2-DG (2 mM). **g** IFNβ (250 U/ml)-treated adipocyte expression of indicated type I IFN axis genes measured by qPCR in the presence or absence of 2-DG (2 mM), relative expression to ctrl. **h** IL-6 protein levels in adipocyte supernatant quantified by ELISA; % change over NS. **a** A single experiment, *n* = 2/condition. **b** Representative of three independent experiments, *n* = 3/condition. **c**−**f** Representative of three independent experiments, *n* = 3−5/condition. **g** Representative of three independent experiments, *n* = 3−4/condition. **h** Data combined from two independent experiments, *n* = 3−5/condition. **c**−**h** For box plots, the midline represents the mean, boxes represent the interquartile range and whiskers show the full range of values. In line graphs data represent mean ± SEM. **b**, **d**, **f**−**h** Unpaired two-tailed Student’s *t* test. *P < 0.05, **P < 0.01. Source data are provided as a Source data file.

### IFNAR activation exacerbates obesity-associated sequelae

Adipocytes are important players in obesity development and obesity is associated with activation of various inflammatory processes^28^. WT mice fed a high-fat diet (HFD), compared to chow diet (CD), had an enhanced expression of type I IFN signature genes *Oas1a* and *Isg15* in spleen, liver, and various fat depots (iWAT, eWAT, pWAT) (Supplementary Fig. 5). As adipocytes comprise the core of WAT, expression and activation of type I IFN axis in adipocytes was examined next. Primary adipocytes from HFD-fed WT mice, compared to CD-fed controls, displayed an augmented type I IFN signature including *Ifnb1*, *Ifnar1*, *Oas1a*, and *Isg15* (Fig. 4a). Further, in an IFNAR-dependent manner, IFNβ primed adipocytes from HFD mice, compared to CD-fed controls, were significantly more vigorous in their IL-6 output after LPS challenge (Fig. 4b).

**Fig. 4:**
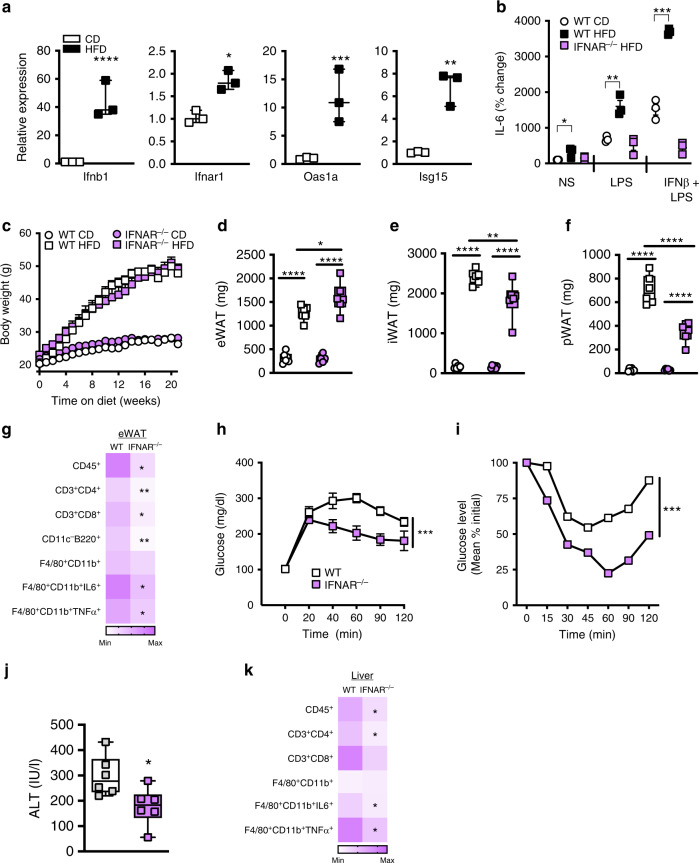
Type I IFN/IFNAR axis contributes to the pathogenesis of obesity-associated sequelae. **a**, **b** Adipocytes were isolated from WT mice placed on a high-fat diet (HFD) or low-fat chow diet (CD) for 8 weeks. **a** mRNA expression of the indicated type I IFN axis genes by qPCR in primary adipocytes, relative expression to CD. **b** Primary adipocytes treated with saline (NS), IFNβ (250 U/ml) or LPS (100 ng/ml) as indicated and IL-6 protein levels in supernatant were quantified by ELISA; % change over NS. **c**−**k** WT and IFNAR^−/−^ mice were fed HFD for 22 weeks. **c** Total body weight over time. **d** eWAT, **e** iWAT, **f** pWAT weights. **g** Average eWAT immune cell infiltration measured by flow cytometry. **h** Glucose and **i** insulin tolerance tests. **j** Systemic alanine transaminase (ALT) quantified at time of harvest. **k** Average liver immune cell infiltration measured by flow cytometry. **a**, **b** Representative of two independent experiments, *n* = 3/condition. **c**−**k** Representative of three independent experiments, *n* = 6−7/condition. **a**, **b**, **d**−**f**, **j** For box plots, the midline represents the mean, boxes represent the interquartile range and whiskers show the full range of values. **c**, **g**, **h**−**I**, **k** For line graphs and heat maps data represent mean ± SEM. **a**, **b**, **d**−**g**, **j**, **k** Unpaired two-tailed Student’s *t* test. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. **c**, **h**, **i** Area under curve. ***P < 0.001. Source data are provided as a Source data file.

Pathological accumulation of WAT/adipocytes and inflammation are hallmarks of obesity development and pathogenesis of obesity-associated sequelae. IFNAR signaling modulates inflammatory potential of both immune cells and adipocytes. HFD-fed total body IFNAR^−/−^ mice and WT mice exhibited similar obesity as assessed by lack of differential total body weight (Fig. 4c; in agreement with a recent report^13^), energy expenditure, food intake, systemic cholesterol, total body adiposity, BAT *Ucp-1* expression and WAT gross morphological appearance (Supplementary Fig. 6a−f). However, genetic modulation of IFNAR signaling altered WAT distribution (i.e. increased eWAT mass (Fig. 4d), decreased inguinal (Fig. 4e) and perirenal WAT mass (Fig. 4f)). Progressive decline in eWAT is associated with increased adipocyte death, enhanced inflammation and total body insulin resistance^29^. Despite increased eWAT size, lack of IFNAR signaling correlated with reduced eWAT total immune cell infiltration (CD45^+^) and specifically with diminished numbers of infiltrating T cells (CD3^+^CD4^+^ and CD3^+^CD8^+^) and B cells (CD11c^−^B220^+^) (Fig. 4g; Supplementary Fig. 7; Supplementary Table 1) and expression of the T- and B-cell chemoattractants (T cells: *Cxcl10, Cxcl9;* B cells: *Cxcl13* and *Ltb4r*) (Supplementary Fig. 8). Although the total number of eWAT infiltrating macrophages (F4/80^+^CD11b^+^) was similar between WT and IFNAR^−/−^ mice, lack of IFNAR signaling reduced percent of macrophages producing proinflammatory cytokines central to obesity pathogenesis^5^ (IL-6 and TNF; Fig. 4g; Supplementary Fig. 7; Supplementary Table 1).

In agreement with reduced inflammatory setting, compared to their age-, diet- and weight-matched WT controls, obese total body IFNAR^−/−^ mice exhibited improved glucose metabolism, as determined by glucose and insulin tolerance tests (Fig. 4h−i). Co-housing did not alter weight gain or protection from glucose dysmetabolism in IFNAR^−/−^ mice (Supplementary Fig. 9). Further, despite similar hepatic steatosis (cholesterol and triglyceride levels) and liver morphology between obese IFNAR^−/−^ and WT counterparts (Supplementary Fig. 10a, b), obese IFNAR^−/−^ mice had attenuated hepatocellular injury as measured by systemic alanine transaminase (ALT) levels (Fig. 4j; Supplementary Fig. 10c). Reduced hepatocellular damage in obese IFNAR^−/−^ mice correlated with decreased total hepatic immune cell numbers and numbers of CD4^+^ T cells, but similar numbers of liver infiltrating CD8^+^ T cells and macrophages (Fig. 4k; Supplementary Table 2). However, as in eWAT, total body deletion of IFNAR signaling reduced percent of liver macrophages producing proinflammatory cytokines (IL-6 and TNF) (Fig. 4k; Supplementary Table 2). These findings suggest that obesity promotes activation of the type I IFN/IFNAR axis and that type I IFN sensing by IFNAR modulates inflammation and pathogenesis of obesity-associated sequelae independent of weight gain.

### Adipocyte-intrinsic IFNAR contributes to obesity-associated sequelae

The contribution of hematopoietic or nonhematopoietic IFNAR expression to obesity-associated metabolic sequelae, via reciprocal bone marrow transfers between WT and IFNAR^−/−^ mice, was examined next (Fig. 5a). Successful reconstitution was confirmed by flow cytometry (Fig. 5b). Both hematopoietic (KO to WT) and nonhematopoietic (WT to KO) locus of IFNAR expression impacted LPS-driven systemic IL-6 and TNF production (Supplementary Fig. 11). In the context of HFD feeding, either locus of IFNAR expression (hematopoietic or nonhematopoietic) equally impacted total body weight gain (Fig. 5c) and adipose tissue mass (eWAT, iWAT and pWAT) (Fig. 5d−f). Such parallels between hematopoietic and nonhematopoietic IFNAR expression largely correlated with similar obesity-associated immune cell infiltration into eWAT (e.g. increase in total CD3^+^CD4^+^ cells; decreases in CD3^+^CD8^+^, CD11c^−^B220^+^ F4/80^+^CD11b^+^TNF^+^, and F4/80^+^CD11b^+^IL-6^+^ cells) (Fig. 5g; Supplementary Table 3) and liver (e.g. increases in CD3^+^CD4^+^ and CD3^+^CD8^+^ cells; decreases in F4/80^+^CD11b^+^, percent F4/80^+^CD11b^+^TNF^+^, and percent F4/80^+^CD11b^+^IL-6^+^ cells) (Fig. 5h; Supplementary Table 4), and mirrored severity of glucose dysmetabolism (Fig. 5i) and hepatocellular damage (ALT 2- to 3-fold less) (Fig. 5j). Together these findings suggest that both nonhematopoietic and hematopoietic IFNAR expression are relevant contributors to obesity-associated inflammation and pathogenesis of obesity-associated sequelae.

**Fig. 5:**
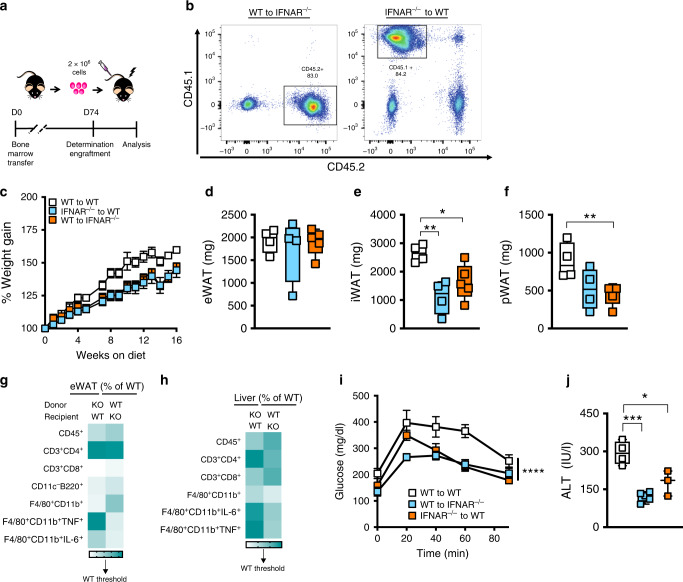
Hematopoietic and nonhematopoietic IFNAR expression contribute to the pathogenesis of obesity-associated sequelae. Reciprocal bone marrow transfers (BMT) between WT (CD45.2) and IFNAR^−/−^ (CD45.1) mice were performed and successful reconstitution was confirmed at d74 post-transfer by flow cytometry. Reconstituted mice were place on HFD for 18 weeks. **a** Schematic diagram of reciprocal BMT. **b** Reconstitution analysis by flow cytometry. **c** % weight gain over time. **d** eWAT, **e** iWAT, **f** pWAT weights. **g** Average eWAT immune cell infiltration measured by flow cytometry; % change over WT. **h** Average liver immune cell infiltration measured by flow cytometry; % change over WT. **i** Glucose tolerance test. **j** Systemic ALT quantified at time of harvest. **a**−**j** A single experiment, *n* = 4−5/condition. **c**, **g**−**i** For line graphs and heat maps data represent mean ± SEM. **d**−**f**, **j** For box plots, the midline represents the mean, boxes represent the interquartile range and whiskers show the full range of values. **d**−**h**, **j** Unpaired two-tailed Student’s *t* test. *P < 0.05, **P < 0.01, ***P < 0.001. **c**, **i** Area under the curve. ****P < 0.0001. Source data are provided as a Source data file.

Recent evidence indicates that FABP4^cre^-driven deletion of IFNAR expression (deletion in adipocytes, macrophages, endothelial cells, osteogenic cells, ganglion, adrenal medulla and liver^30^) may be detrimental to the pathogenesis of obesity-associated sequelae^20^. To formally delineate the contribution of adipocyte-specific IFNAR expression to the severity of obesity-associated metabolic dysfunction, we utilized Adipoq^cre^IFNAR^fl/fl^ mice^30,31^. Adipoq^cre^-driven deletion was confirmed to specifically impact IFNAR expression in adipocytes, without impacting immune cells within WAT and liver tissue (Supplementary Fig. 12). Such deletion was functional as adipocytes derived from Adipoq^cre^IFNAR^fl/fl^ mice had blunted IFNβ-driven augmentation of adipocyte inflammatory cytokine production (Fig. 6a). Adipoq^cre^ IFNAR deletion did not impact HFD-driven weight gain (Fig. 6b), adipose tissue distribution (Fig. 6c−e), or modify immune cell infiltration and macrophage inflammatory vigor in eWAT (Fig. 6f; Supplementary Table 5). Despite similar body weight, Adipoq^cre^ IFNAR deletion did impact obesity-associated glucose dysmetabolism (Fig. 6g), without modulating liver triglyceride levels (Fig. 6h) or hepatocellular damage (Fig. 6i). The lack of significant impact on hepatocellular status as a result of Adipoq^cre^ IFNAR deletion correlated with nondifferential liver immune cell infiltration including total immune cells (CD45^+^), macrophages (F4/80^+^CD11b^+^) and T cells (CD3^+^CD4^+^, CD3^+^CD8^+^) (Fig. 6j; Supplementary Table 6). Combined, these findings in adipocyte-specific IFNAR expression, via Adipoq^cre^-driven IFNAR deletion, are in partial agreement with total body IFNAR^−/−^ and nonhematopoietic IFNAR^−/−^ mice (uncoupling of body weight from severity of glucose dysmetabolism), and FABP4^cre^-driven IFNAR deletion^20^ (minimal impact on hepatocellular disease).

**Fig. 6:**
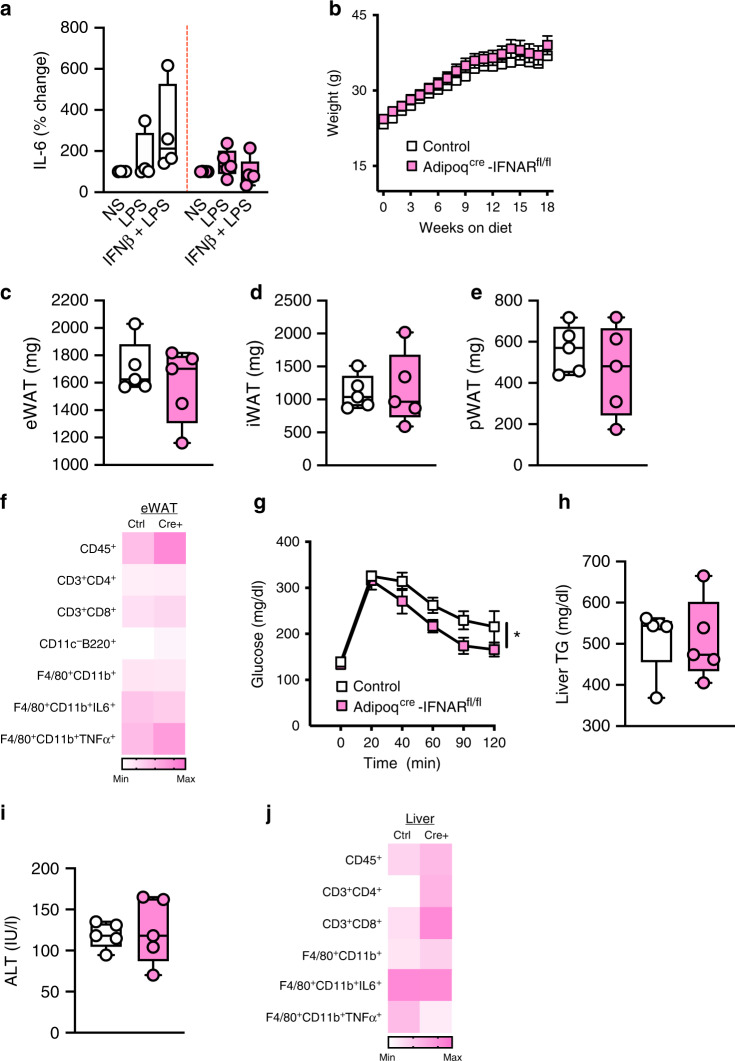
Adipocyte-intrinsic IFNAR axis is a contributor to the severity of obesity-associated sequelae. **a**−**j** Adipoq^cre^IFNAR^fl/fl^ and littermate controls (Cre^−^IFNAR^fl/fl^) were fed HFD for 18 weeks. **a** IL-6 protein in the supernatant of visceral adipose tissue-derived mature adipocytes stimulated under indicated conditions quantified by ELISA, % change to NS. **b** Total body weight. **c** eWAT, **d** iWAT, **e** pWAT weights. **f** Average eWAT immune cell infiltration, measured by flow cytometry. **g** Glucose tolerance test. **h** Liver triglycerides. **i** Systemic ALT quantified at time of harvest. **j** Average liver immune cell infiltration measured by flow cytometry. **a** Data combined from two independent experiments, *n* = 4−5/condition. **b**−**j** Representative of two independent experiments, *n* = 5/condition. **a**, **c**−**e**, **h**−**i** For box plots, the midline represents the mean, boxes represent the interquartile range and whiskers show the full range of values. **b**, **f**, **g**, **j** For line graphs and heat maps, data represent mean ± SEM. **a**, **c**−**f**, **h**−**j** Unpaired two-tailed Student’s *t* test. **b**, **g** Area under curve. *P < 0.05. Source data are provided as a Source data file.

### Type I IFN effects on adipocytes and obesity are conserved in humans

To determine whether effects of type I IFN/IFNAR axis activation are conserved from mice to humans, primary adipocytes from persons undergoing bariatric procedures were examined. *ADIPOQ* and *FABP4* mRNA expression was used to determine the efficacy of adipocyte differentiation (Supplementary Fig. 13). LPS treatment of primary human adipocytes was sufficient to augment IFNβ production and to induce the mRNA expression of the type I IFN axis including *IRF1*, *OAS1* and *ISG15* (Fig. 7a, b). In addition, similar to mouse adipocytes, IFNβ treatment significantly increased the capacity of human adipocytes to produce IL-6 in response to LPS (Fig. 7c), while treatment with 2-DG was sufficient to reverse augmented IL-6 production (Fig. 7d).

**Fig. 7:**
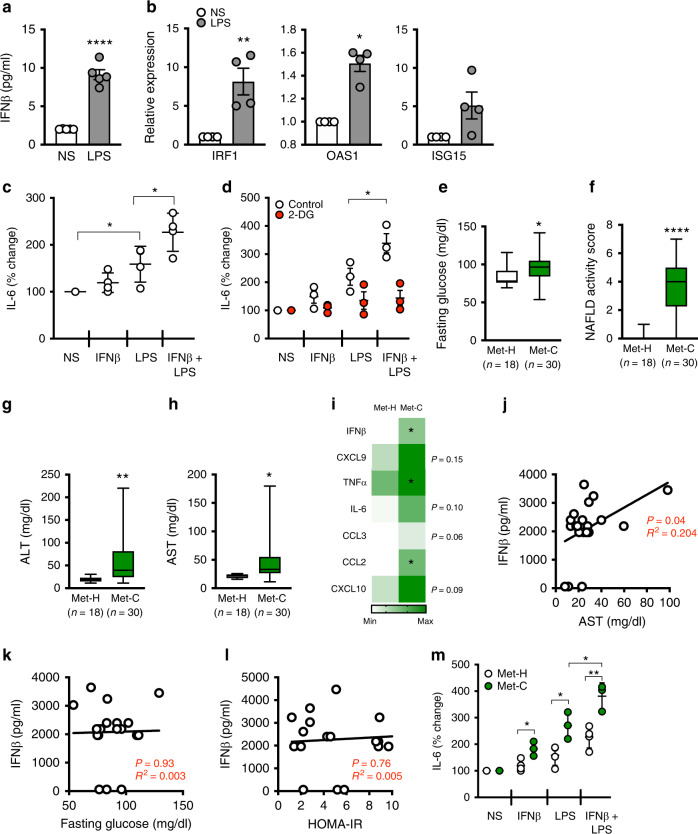
Type I IFN axis effects on adipocyte inflammatory vigor are conserved in humans. **a**−**d** Human primary adipocytes were isolated from omental adipose tissue of metabolically health obese (Met-H) individuals. Adipocytes were subsequently treated with saline (NS), human IFNβ (250 U/ml) or LPS (100 ng/ml) as indicated. **a** Quantified supernatant IFNβ protein by ELISA. **b** mRNA expression of indicated type I IFN axis genes by qPCR, relative expression to NS. **c** IL-6 protein levels quantified in supernatant by ELISA; % change over NS. **d** Quantified IL-6 protein levels in supernatant of adipocytes treated in the presence or absence of 2-DG (2 μM) by ELISA, % change over NS. **e**−**m** Persons with severe obesity were stratified into Met-H or metabolically challenged (Met-C) groups. **e** Fasting glucose. **f** NAFLD activity score. **g** ALT. **h** AST. **i** Average systemic protein levels of indicated cytokines and chemokines quantified by Luminex. **j** Systemic IFNβ levels correlated with AST. **k** Systemic IFNβ correlated with fasting glucose. **l** Systemic IFNβ correlated with HOMA-IR. **m** IL-6 protein levels quantified in adipocyte supernatant by ELISA, % change over NS. **a**−**d** Representative patients, *n* = 3−5/condition. **e**, **f** Data combined of representative patients, *n* = 18 Met-H and *n* = 30 Met-C. **i** Data combined of representative patients, *n* = 11 Met-H and *n* = 12 Met-C. **j**−**l** Data combined of representative patients, *n* = 19. **m** Representative patients, *n* = 3−4/condition. **a**, **b**, **i** For bar graphs and heat maps, data represent mean ± SEM. **c**−**h**, **m** For box plots, the midline represents the mean, boxes represent the interquartile range and whiskers show the full range of values. **a**−**i**, **m** Unpaired two-tailed Student’s *t* test. *P < 0.05, **P < 0.01, ****P < 0.0001. **j**−**l** Linear regression analysis. Source data are provided as a Source data file.

Since the type I IFN/IFNAR axis activates a multitude of inflammatory signaling hubs and modulates obesity-associated metabolic derangements in mice, we next examined whether the type I IFN signature^32^ is altered in the presence of obesity-associated metabolic sequelae. Persons with severe obesity were stratified into either metabolically healthy (Met-H) or metabolically challenged (Met-C) groups according to well-established clinical parameters including markers of glucose dysmetabolism (e.g. glucose, insulin, HOMA-IR) and hepatocellular disease (e.g. NAFLD activity score (NAS), aspartate transaminase (AST), ALT, and gamma-glutamyltransferase (GGT); Fig. 7e–h; Supplementary Table 7). Notably, the two cohorts exhibited similar BMI and systemic lipid profiles (e.g. total cholesterol, low-density lipoprotein, and high-density lipoprotein; Supplementary Table 7). Met-C individuals had heightened systemic levels of type I IFN signature cytokines^32^ including IFNβ, TNF, CCL2 and a trending increase in IL-6, CCL3, CXCL9 and CXCL10 as compared to Met-H individuals (Fig. 7i; Supplementary Table 8). Furthermore, systemic IFNβ levels were correlated with a marker of hepatocellular disease (Fig. 7j) but not fasting glucose (Fig. 7k) or HOMA-IR (Fig. 7l). Together, our data suggest that detection of the type I IFN/IFNAR axis-associated signatures may positively correlate with individuals with obesity-associated hepatocellular disease.

Given enhancement of a type I IFN signature in Met-C obese individuals, we next probed whether IFNβ responsiveness in human adipocytes is altered in the presence of obesity-associated metabolic sequelae. Augmentation of IL-6 production was even greater in adipocytes from Met-C obese individuals treated with LPS, while the combination of IFNβ + LPS-treated adipocytes led to the highest IL-6 production (Fig. 7m). Collectively, these results demonstrate that the type I IFN axis and its effects on inflammatory capacity are conserved in human adipocytes and potentially exacerbated in the setting of metabolic derangements.

## Discussion

Our overall findings underscore a previously unappreciated role of type I IFNs/IFNAR axis in the regulation of adipocyte inflammatory vigor (Fig. 8). Although partial similarity in inflammatory capabilities between adipocytes and myeloid cells (e.g. proinflammatory cytokine production^6^ and expression of innate immune receptors^7^ and MHC class I and class II molecules^8,9^) have been previously alluded to, similarity of their gene expression patterns, especially in context of type I IFN sensing, has not been evaluated. The potential for the type I IFN axis to unlock a fundamental functional convergence in inflammatory gene expression patterns between adipocytes and macrophages emphasizes the complexity of WAT biology. Underpinning this complexity, our data indicate that Jak1 may be one mechanism by which the type I IFN/IFNAR axis collaborates with LPS in adipocytes. Future in-depth interrogation on the factor(s) involved in this potential synergism is clearly warranted.

**Fig. 8:**
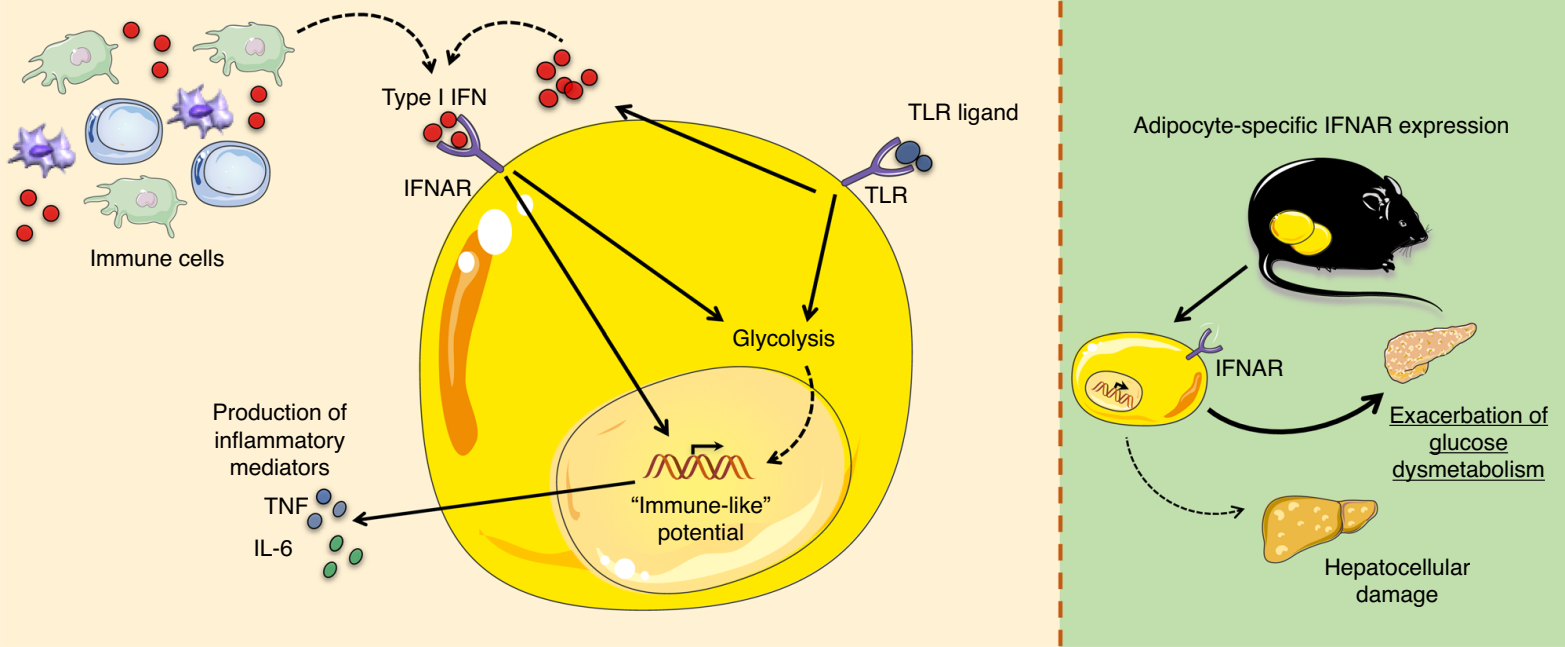
Type I IFN/IFNAR axis is a regulator of adipocyte-intrinsic inflammatory potential. A proposed model of how type I IFN/IFNAR axis unlocks adipocyte inflammatory vigor, through modulation of adipocyte core metabolism. Adipocyte-specific IFNAR expression modifies the severity of obesity-associated glucose dysmetabolism in mice with limited impact on hepatocellular damage. Source data are provided as a Source data file.

Previous findings alluded that undifferentiated 3T3-L1 cells^33^ can produce IFNβ. We have expanded upon this observation by showing that primary adipocytes, both mouse and human, have the capacity to produce type I IFNs. In mice, type I IFNs are composed of 14 different IFNα subtypes and IFNω, IFNε, IFNτ, IFNκ and IFNβ. Activation of pattern-recognition receptors results in an anatomical locus/tissue/cell type-specific^34^ production of a fraction of IFNα subtypes and IFNβ. However, IFNβ is induced by LPS stimulation in myeloid cells^35^ and holds a unique ability to interact with IFNAR1 in an IFNAR2-independent manner (in addition to its ability to interact with the IFNAR1 and 2 heterodimeric complex)^36^. As adipocytes and immune cells (e.g. dendritic cells, macrophages) within the WAT can produce type I IFNs, the relevant source and subtypes of type I IFNs in the context of obesity warrants further exploration.

Our observations suggest that the type I IFN axis can alter adipocyte glycolysis. Our findings provide initial clues to how the type I IFN/IFNAR axis modifies adipocyte basal core metabolism and future comprehensive studies elucidating type I IFN/IFNAR axis impact on maximal and spare capacities in adipocytes would yield additional insights. Although lactate is a contributor to ECAR levels, other sources, including CO_2_ from the citric acid cycle^37^, likewise can contribute to acidification. Our findings suggest the possibility that IFNβ-driven modification of adipocyte core metabolism and inflammatory vigor are interlinked. IFNβ regulates glucose uptake and metabolism in cells^24,25^, and IFNβ-driven glucose metabolism is an important mechanism for the induction of antiviral responses^25^. Precise interrogation of how the type I IFN/IFNAR axis modifies the adipocyte-intrinsic metabolome to shape inflammatory vigor and immune responses would be of significant future interest. Type I IFNs are capable of altering human macrophage epigenomes to broadly reprogram their LPS-driven responses^38^ and modification of core cellular metabolism alters epigenetic and transcriptional networks associated with augmented inflammatory capacity (e.g. naïve CD4^+^ T-cell polarization, IFNγ, NF-κB signaling)^39^ in immune cells—potentially invoking another possible similarity between adipocytes and immune counterparts.

Existing literature has suggested that the type I IFN/IFNAR axis plays beneficial^19,20^ and detrimental^13–18,40,41^ roles in hepatic and metabolic dysfunction. A recent study^19^ has suggested that IFNβ overexpression in the liver, via hydrodynamic injection of a liver-targeting pLIVE-IFNβ vector, protects mice from HFD-driven weight gain. However, whether such expression promotes super-physiological levels of IFNβ in the liver and/or systemically and persistent increase in IFNβ levels drives the pathology^42^. In addition, persistent IFNβ sensing may induce exhaustion, centrally and locally, to regular IFNAR signaling^43^ akin to that known to occur in the context of TLR signaling^44^. As type I IFN/IFNAR axis is widely expressed across hematopoietic and nonhematopoietic cells, we sought to expand understanding of relevant players. Our data indicate that both hematopoietic and nonhematopoietic IFNAR expression contributes to the severity of obesity-associated metabolic sequelae (Fig. 5). FABP4^cre^-driven IFNAR deletion (gene deletion could be affected in adipocytes, macrophages, endothelial cells, osteogenic cells, ganglion, adrenal medulla and liver)^30,45^ modifies HFD-driven obesity and downstream metabolic sequelae^20^. To enhance our understanding of adipocyte-intrinsic IFNAR expression to the severity of obesity-associated metabolic disease, we employed a widely used, Adipoq^cre^-driven deletion of IFNAR^42,43^. Using this approach, we revealed that adipocyte-specific IFNAR expression contributes to obesity-associated glucose dysmetabolism (in agreement with total body IFNAR^−/−^ deletion and reciprocal BMT), but was not sufficient by itself to alter hepatocellular damage (Fig. 6). Although Adipoq^cre^ has been a widely employed line^46–48^ and off-target Cre-driven effects have not been reported, the potential of Cre-mediated toxicity is a possibility. Findings from Adipoq^cre^-driven deletion of IFNAR parallel our adipocyte transcriptome analyses, which suggest that IFNβ + LPS modified glucose tolerance, increased adipocyte glucose uptake, and altered regulation of glucose transmembrane transport (Fig. 2f). Our observations from Adipoq^cre^-driven IFNAR deletion are in partial agreement with total body IFNAR^−/−^ and nonhematopoietic IFNAR^−/−^ mice (uncoupling of body weight from severity of glucose dysmetabolism) and FABP4^cre^-driven IFNAR deletion^20^ (minimal impact on hepatocellular disease), suggesting a high level of complexity surrounding the contribution of type I IFN/IFNAR axis in obesity. Further, these data imply that additional IFNAR expressing cell types/tissues (both of hematopoietic and nonhematopoietic origin) or compensatory mechanisms likely contribute to the full phenotype spectrum observed in total body IFNAR^−/−^ mice. Notably, type I and type III IFNs share functional antiviral properties^49^ and recent evidence has emerged indicating type III IFNs in efficacy of myeloid cell responses to influenza A infection^50^. Given adipose tissue is a high energy source, microbes^51^ may harbor in adipose tissue/adipocytes. Whether the type III IFN axis is functional in adipocytes is unknown. Similarly, if type III IFNs can compensate for the lack of type I IFN signaling in the context of obesity-associated metabolic derangements is unknown and would be of pertinent future investigation.

Modulation of CD8^+^ T-cell inflammatory capacity by the type I IFN/IFNAR axis is critical for obesity-associated NAFLD pathogenesis^17^. Hepatocyte-intrinsic IFNAR expression alters hepatocyte core metabolism, subsequently impacting CD8^+^ T-cell inflammatory vigor^52^. Our data indicate that infiltration of immune cells into the liver is independent of adipocyte-specific IFNAR signaling (Fig. 6f, j). Thus, it is likely that type I IFN/IFNAR modulation of intrahepatic immune cells (e.g. CD8^+^ T cells) may be the larger governing factor to orchestrating obesity-driven NAFLD pathogenesis, while type I IFN/IFNAR activation of adipocytes underscores the severity of glucose dysmetabolism. It has also been proposed that kinetics of adipose tissue/adipocyte inflammation may drive dichotomous effects^53^. In addition to inflammation, the WAT architecture (e.g. extracellular matrix (ECM) deposition, fibrosis, etc.) promotes obesity-associated sequelae^54^. Type I IFN is a regulator of fibrosis in cutaneous graft-versus-host disease^55^. Whether the type I IFN/IFNAR axis modifies WAT architecture is unknown. Thus, future exploration of type I IFN/IFNAR control of immune cell and adipocyte inflammatory vigor and WAT architecture on the severity of obesity-associated metabolic dysfunction would provide future additional insights.

It has been posited that obesity-associated metabolic status is a consequence of a balance in “healthy vs. unhealthy” WAT states modified by inflammation and ECM^54^. Although inflammation is considered a driver of the progression to dysfunctional WAT and consequent metabolically challenged state, mechanisms underlying such processes have not been elucidated. IFNβ therapy, an approach for clinical care of multiple sclerosis patients, impairs glucose tolerance and insulin sensitivity^17^ and is associated with hepatic dysfunction^18,41^, hinting at its impact on metabolic derangement. Adult bariatric patients displayed a positive correlation between a hepatic type I IFN signature and increased TNF expression. Further, WAT isolated prior to bariatric surgery exhibited greater expression of type I IFN axis genes (e.g. *IFIT1, MX1, OAS1*)^20^, findings in line with our observations (Fig. 7). Here, we harnessed a limited pediatric cohort which represents a unique group and gives us a keen opportunity to examine the development/progression of obesity-associated metabolic derangements from a young age—mostly devoid of the accumulation of insults driving adult metabolic sequelae. Our findings indicate that systemic IFNβ levels were correlated with a marker of hepatocellular disease, but not fasting glucose or HOMA-IR. Notably, other systemic markers including TNF^56^ and IL-6^57^ that are established to correlate with HOMA-IR are similarly not associated within our cohort. However, our cohort predominantly consists of severely obese individuals without established T2D. Coupled to the limited numbers of our cohort, it is difficult to fully extrapolate strong conclusion of clinical correlates. In addition, as type I IFNs are transient mediators with rapid turnover, it is plausible that our “snapshot” is missing a critical time point in type I IFN-driven glucose dysmetabolism. Thus, future expanded enrollment of obese individuals is likely needed for additional, more in-depth exploration of the relationship between the type I IFN axis and clinical disease outcomes (e.g. T2D). Recent evidence has also begun to emerge suggesting a unique crosstalk between adipose tissue and fatty liver in both adults^58^ and adolescents^59^. Whether the activation of the type I IFN axis in adipocytes modulates the transition between healthy and unhealthy WAT remains to be determined and warrants further exploration. Additionally, definition of the similarities and differences between pediatric and adult obese patients would be of significant interest.

In sum, our report highlights a potentially undervalued role for adipocytes in the context of type I IFN-driven pathogenic diseases and suggest that greater examination of these cells could lead to expanded insights into disease pathogenesis. Thus, it is plausible that novel pharmacological intervention into the type I IFN/IFNAR axis function, in both adipocytes and immune cells, would provide alternative approaches to dampen type I IFN-driven diseases, including obesity-associated metabolic harm.

## Methods

### Mouse obesogenic diet model

All mice used were males on a C57BL/6 background (Jackson). WT, IFNAR^−/−10^, Adipoq^cre^, IFNAR^fl/fl^ mice were bred at Cincinnati Children’s Hospital Medical Center (CCHMC) in a specific pathogen-free (spf) facility maintained at 22 °C, with free access to autoclaved low-fat chow diet food (LAB Diet #5010; calories provided by carbohydrates (58%), fat (13%) and protein (29%)) and water. At 6−8 weeks of age, mice were fed either an irradiated high-fat diet (HFD; Research Diets #D12492; 60% of calories from fat) or a CD. Food was replenished on a weekly basis to avoid contamination. Total body fat, lean and water mass were determined by nuclear magnetic resonance (Whole Body Composition Analyzer; Echo MRI)^60^. Mice were fasted overnight prior to glucose metabolism testing, insulin tolerance testing, or terminal harvest. For glucose and insulin tolerance tests (ITT)^61^ mice were fasted overnight and glucose tolerance was determined by injecting mice with 10 μl of a 10% dextrose solution per gram of body weight. Glucose levels were kinetically quantified at the times indicated. For ITT, mice received 10 μl of a 0.15 U/ml solution of insulin (Novolin) per gram of body weight. Energy expenditure was measured by Phenomaster (TSE systems). Gases in the metabolic chambers were equilibrated prior to the initiation of the study and mice were acclimated for 2 days before the start of study. Data points were continuously collected for a total of 5 days. Gas exchange (O_2_ and CO_2_) was recorded every 15 min and energy expenditure (EE) was calculated according to the manufacturer guidelines. Ambient temperature (22 °C) and humidity was maintained via climate-control units in the metabolic chambers. All care was provided in accordance with the Guide for the Care and Use of Laboratory Animals. All studies were approved by the CCHMC IACUC.

### Mouse primary adipocytes

Inguinal WAT was isolated and digested (1 mg/ml Collagenase Type IV, Dispase 2, CaCl_2_)^62^. Stromal vascular fraction containing preadipocytes was cultured until confluence. Preadipocytes were subjected to initiation media (growth media (Dulbeccoʼs Modified Eagle Medium: Nutrient Mixture F-12 (DMEM:F12), Fetal Bovine Serum (FBS), Pen/Strep), rosiglitazone, dexamethasone, 3-isobutyl-1-methylxanthine, insulin) for 2 days^62^. Afterwards, cells were switched to continuation media (growth media, rosiglitazone, insulin) for 2 days, followed by differentiation media (growth media, insulin) for an additional 2 days to reach maximal differentiation. For stimulation studies, adipocytes were treated with saline (NS) or IFNβ (250 U/ml) for 3 h, followed by LPS (100 ng/ml) for 4 h. Stimulated adipocytes were utilized for downstream processes.

### Mouse epididymal WAT (eWAT)-derived mature adipocytes

eWAT was isolated from obese WT and IFNAR^−/−^ mice. After separation of mature adipocytes from stromal vascular fraction (SVF) cells using a 100 μM filter, mature adipocytes were collected and cultured in growth media (DMEM:F12, FBS, Pen/Strep) for 24 h. Mature adipocytes were treated with saline (NS) or IFNβ (250 U/ml) for 3 h, followed by LPS (100 ng/ml) for 4 h. Stimulated mature adipocytes were utilized for downstream processes.

### Human subjects

Bariatric surgery participants were recruited and informed consent obtained from the Cincinnati Children’s Hospital Medical Center (CCHMC) Pediatric Diabetes and Obesity Center. Recruitment and study protocols were approved by the institutional review board at CCHMC. Patients with alcohol abuse, viral and autoimmune hepatitis, immunosuppressive or steroid use were excluded. Liver sections were examined qualitatively using the pediatric NASH-CRN scoring system by a certified liver pathologist. The NAS is a sum of scores for steatosis, lobular inflammation and ballooning. Patients were segregated into a metabolically healthy (Met-H) or metabolically challenged (Met-C) category based on these well-established clinical parameters of hepatocellular disease (Met-H, *n* = 18; Met-C, *n* = 30; clinical phenotypes provided in Supplementary Table 7). Recruitment and study protocols were approved by the institutional review board at CCHMC.

### Human primary adipocytes

Omental WAT was collected, minced and digested with Type II collagenase (40 mg/ml in Phosphate Buffered Saline (PBS) with 2% Bovine Serum Albumin (BSA)) for 45 min at 37 °C^63^. Digested tissues were filtered and centrifuged at 250 × *g* to isolate the SVF. SVF was subjected to Ack lysis buffer. SVF was cultured (in expansion media (DMEM/F:12, 15% FBS, 1% Pen-strep)) until confluence and subjected to human adipocyte differentiation media (DMEM/F:12, 1% Pen-strep, 2 mM glutamine, 15 mM HEPES buffer solution, 10 mg/ml transferrin, 33 μM biotin, 0.5 μM insulin, 17 μM pantothenate, 0.1 μM dexamethasone, 2 nM T3, 500 μM IBMX, 1 μM ciglitazone) for 14−16d, followed by 7−10d in human adipocyte maintenance media (DMEM/F:12, 1% Pen-strep, 2 mM glutamine, 15 mM HEPES, 10 mg/ml transferrin, 33 μM biotin, 0.5 μM insulin). For stimulation studies, adipocytes were treated with saline (NS) or IFNβ (250 U/ml) for 3 h, followed by LPS (100 ng/ml) for 4 h. Stimulated adipocytes were utilized for downstream processes.

### Reciprocal bone marrow transfer and in vivo cytokine quantification

Reciprocal bone marrow transfers were generated using 8-week-old WT or IFNAR^−/−^ recipient mice^10^. 5 × 10^6^ bone marrow cells were derived from the femurs of WT or IFNAR^−/−^ mice and transferred into whole-body irradiated WT or IFNAR^−/−^ recipient mice. Peripheral blood chimerism was assessed by flow cytometric analysis 10 weeks after bone marrow reconstitution. In vivo cytokine capture assay (IVCCA) was utilized to quantify systemic IL-6 and TNF levels via biotinylated capture antibodies against IL-6 (clone MP5-32C11) and TNF (clone TN3) (both eBioscience) were given via intraperitoneal injection 3 h prior to LPS challenge and 4 h later serum cytokine levels were determined^10^.

### Epididymal WAT (eWAT) and liver immune infiltration isolation and analysis

eWAT and liver was isolated from obese WT and IFNAR^−/−^ mice. eWAT-isolated SVF cells and liver immune cells were stimulated for 4 h with PMA (50 ng/ml; Sigma-Aldrich) and Ionomycin (1 μg/ml; Calbiochem). Briefly, cells were stained with Live/dead stain (Zombie UV Dye; 1:250; Biolegend), B220 (clone RA3-6B2; 1:100; Biolegend), CD45 (clone 104; 1:500), CD11b (clone M1/70; 1:100), F4/80 (clone BM8; 1:100), Gr1 (clone RB6-8C5; 1:100), CD4 (clone GK1.5; 1:50), CD8 (clone 53-6.7; 1:100), IFNγ (clone XMG1.2; 1:100) TNF (clone MP6-XT22; 1:100), and IL-6 clone (MP5-20F3; 1:100) (all ebioscience). Data were collected using a LSR Fortessa flow cytometer (BD Biosciences) and analyzed by FlowJo software (Tree Star).

### Adipocyte cytokine quantification

Murine primary adipocytes were cultured in the presence or absence of IFNβ (250 U/ml) for 3 h and thereafter stimulated with saline, LPS (100 ng/ml), Pam2 (100 ng/ml) or Poly(I:C) (25 μg/ml) for 4 h. IL-6 was quantified by ELISA (BD biosciences) as per the manufacturer’s instructions.

### Type I IFN quantification

IFNβ levels in adipocyte culture supernatants was quantified with reference to a recombinant mouse IFNβ using an L-929 cell line transfected with an interferon-sensitive luciferase construct^10^. Luciferase activity was quantified on a SpectraMax L luminometer (Molecular Devices).

### qRT-PCR

Adipocytes were homogenized in TRIzol (Invitrogen) followed by RNA extraction, reverse transcription to cDNA (Verso cDNA Synthesis Kit; Thermo Scientific) and qPCR analysis (Light Cycler 480 II; Roche)—according to the manufacturer’s instruction^64^.

The following primer pairs were used for mouse studies: *Ifnb1* For TCCAGCTCCAAGAAAGGACG Rev TTGAAGTCCGCCCTGTAGGT; *Ifnar1* For ACACTGCCCATTGACTCTCC Rev TTGGGTGCTACCCTCAGC; *Irf9* For ACAACTGAGGCCACCATTAGAGA Rev CACCACTCGGCCACCATAG; *Oas1a* For AGCAGGTAGAGAACTCGCCA Rev CTGCATCAGGAGGTGGAGTT; *Isg15* For GTCACGGACACCAGGAAATC Rev AAGCAGCCAGCCGCAGACTG; *Il6* For TGGTACTCCAGAAGACCAGAGG Rev AACGATGATGCACTTGCAGA; *Pfk1* For CATGGGGAGAGAGGACAGA Rev AGTTCGGGAACAAGACGTTG; *Pgk1* For CAGCCTTGATCCTTTGGTTG Rev CTGACTTTGGACAAGCTGGA; *Pkm2* For GTCTGAATGAAGGCAGTCCC Rev GTCCGCTCTAGGTATCGCAG; *Ccl2* For TGTCTGGACCCATTCCTTCTTG

Rev AGATGCAGTTAACGCCCCAC; *Ccl3* For ACCATGACACTCTGCAACCAAG

Rev TTGGAGTCAGCGCAGATCTG; *Cxcl10* For CCTATGGCCCTCATTCTCAC Rev CGTCATTTTCTGCCTCATCC; *Cxcl9* For TAGGCAGGTTTGATCTCCGT Rev CGATCCACTACAAATCCCTCA; *Cxcl13* For GGCCACGGTATTCTGGAAGC Rev GGGCGTAACTTGAATCCGATCTA; *Ltb4r* For GATGCAGAAACGCACGGTC Rev GACATAGTGGCACAGGCGG; *Actb* For GGCCCAGAGCAA GAGAGGTA Rev GGTTGGCCTTAGGTTTCAGG. Arbitrary units of mRNA expression of each mouse gene were compared to *Actb*.

The following primer pairs were used for human studies: hIRF1 For CATGAGACCCTGGCTAGAGATG Rev TCCGGAACAAACAGGCATCC; hOAS1 For TGAGGTCCAGGCTCCACGCT Rev GCAGGTCGGTGCACTCCTCG; hISG15 For GAGAGGCAGCGAACTCATCT Rev CTTCAGCTCTGACACCGACA; hIL6 For CATTTGTGGTTGGGTCAGG Rev AGTGAGGAACAAGCCAGAGC; hUBIQ For CACTTGGTCCTGCGCTTGA Rev CAATTGGGAATGCAACAACTTTAT. Arbitrary units of mRNA expression of each human gene were compared Ubiquitin (human) expression.

### Lactate quantification assay

Lactate levels in adipocyte culture supernatants were quantified by colorimetric assay kit (Sigma-Aldrich) as per the manufacturer’s instructions.

### RNA sequencing and gene expression quantification

Gene expression of primary adipocytes and macrophages was determined by running 50 base pair single-end reads (~20 million reads per sample). All transcriptomic analyses were performed in StrandNGS. Following the removal of barcodes and primers, raw reads were aligned to the mm10 genome using annotations provided by UCSC with the following parameters: (1) minimum percent identify = 90; (2) maximum percent gaps = 5; (3) minimum aligned read length = 25; (4) number of matched to output per read = 1; and (5) ignore reads with more than five matches. The proprietary aligner (COBWeb) is based on the Burrow Wheeler Transform method. Aligned reads were used to compute reads per kilobase per million (RPKM) using the Expectation-Maximization algorithm for the maximum likelihood estimation of expression. Further, RPKM were thresholded at 1 and normalized using the DESeq algorithm, which computes a normalization factor (NF) for each sample. Within each sample, each transcript is divided by that transcript’s geometric mean across samples. The within-sample median of these values is that sample’s NF. To obtain normalized counts, a sample’s raw RPKM are divided by that sample’s NF. Finally, normalized per-transcript RPKM were baselined to the median of all samples. Reasonably expressed transcripts (raw RPKM > 3 in 100% of samples in at least one condition) were included for differential analysis. Differential expression was determined through two-way ANOVAs with an FDR-corrected *p* value cutoff of 0.05 and a fold change requirement of >1.5. For pathway analysis, the database at toppgene.cchmc.org was employed, which amasses ontological data from over 30 individual repositories^65^. RNA-sequencing raw data that support the findings of this study in Figs. 2, 3, Supplementary Figs. 2 and 3 can be accessed at GSE110236.

### Transcription factor binding site enrichment analysis

To identify TFs that might be regulating genes expressed in adipocytes or macrophages treated with IFNβ (250 U), LPS (100 ng/ml) or IFNβ + LPS, we utilized the RNA-sequencing analysis (above) coupled with a computational method that overlaps the genomic coordinates of a set of gene promoters with a large library of TF-genome interactions. We created the dataset library by compiling 510 mouse ChIP-seq and DNase-seq datasets from a variety of sources, including modENCODE^66^, PAZAR^67^, and the UCSC Genome Browser^68^. As input, our method takes a set of genomic regions of interest (e.g. promoters of genes whose expression changes upon stimulation), and systematically overlaps them with each ChIP-seq/DNase-seq dataset. The *observed overlap* of the input set with each dataset is calculated by counting the number of input regions it overlaps by at least one base. Next, a *P* value describing the significance of this overlap is estimated using a simulation-based procedure. A distribution of *expected overlap* values is created from 2000 iterations of randomly choosing RefSeq gene promoters with the same length as the input set (e.g. if 50 promoters of length 100 bp are used as input, then 50 randomly chosen promoters of length 100 bp will be used in each simulation). The distribution of the expected overlap values from the randomized data resembles a normal distribution and is used to generate a *Z*-score and *P* value estimating the significance of the observed number of input regions that overlap each dataset. The resulting data thus provide ranked lists of datasets (TFs, histone marks, or open chromatin), based on experimentally determined data located in the promoters of each gene set. We applied this procedure to each input gene list using three different promoter definitions: (−1000, +500), (−1000, +1000), and (−2000, +1), relative to the transcription start site. Results were similar regardless of promoter length. Additionally, we examined the underlying promoter sequences by calculating TF binding site motif enrichment scores (using the same promoter definitions). For this, we used the HOMER motif enrichment algorithm^69^, and a large library of mouse position weight matrices obtained from the CisBP database^70^. HOMER was run using the default null model.

### Cellular bioenergetics quantification

Primary adipocytes were plated at 1 × 10^4^ cells per well in a polyethylenimine precoated XF96 Cell culture microplate. Prior to bioenergetics analysis, adipocytes were treated with saline, IFNβ (250 U/ml), etomoxir (250 μM), and/or 2-DG (2 μM). An XF Analyzer (Seahorse Bioscience) was used to measure bioenergetics. Briefly, a XF96 extracellular flux assay cartridge (Seahorse Bioscience) was hydrated overnight at 37 °C according to the manufacturer’s instruction. XF assay medium supplemented with 25 mM glucose, 10 mM pyruvate and 0.3% fatty free acid BSA (pH 7.4) and incubated at 37 °C in a non-CO_2_ incubator for 1 h. For mitochondrial stress tests, Oligomycin (2 μg/ml) and carbonyl cyanide p-trifluoromethoxy-phenylhydrazone (FCCP; 1 μM) were sequentially injected and cellular oxygen consumption rate (OCR) and ECAR were quantified. For glycolysis stress test, sequential injection of glucose (2 mM), oligomycin (2 μg/ml), and 2-DG (10 mM) was performed and OCR and ECAR were quantified.

### Human adipocyte cytokine quantification

Human primary adipocytes were cultured in the presence or absence of IFNβ (250 U/ml) for 3 h and thereafter stimulated with saline, LPS (100 ng/ml), for 4 h. IL-6 (Biolegend) and IFNβ (R&D Systems) were quantified by ELISA as per the manufacturer’s instructions.

### Human systemic cytokine quantification

Human IFNβ, TNFα, IL-6, CXCL9, CCL3, and CXCL10 plasma concentrations from Met-H and Met-C patients were determined by ELISA using Milliplex^TM^ Multiplex kits (MilliporeSigma) according to the manufacturer’s protocol. Briefly, 25 μl of plasma, plated in duplicate on a 96-well black plate, was incubated with 25 μl of antibody-coated beads. Plates were washed and 25 μl of secondary antibody was incubated, followed by 25 μl of streptavidin-RPE. Sheath fluid (150 μl) was added to plates that were washed and then read using luminex technology on a Milliplex Analyzer (milliporeSigma). Data analysis was performed by the Cincinnati Children’s Medical Center Research Flow Cytometry Core.

### Statistical analysis

Statistical tests were utilized for all datasets with similar variance and analyzed by Graph. Choice of test was dependent on number of groups and whether normal distribution exists. For all normally distributed data, unpaired two-tailed Student’s *t* test was used to determine differences between groups. All data presented as means ± EM. Outlier analyses included the ROUT and Grubbs tests. Analysis was performed via GraphPad Prism Software’s. Significance is indicated as *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001. Sample sizes were determined based on preliminary data with respect to type I IFN studies in myeloid cells (e.g., myeloid cell inflammatory vigor) and obesity modeling (e.g., weight gain, immune cell infiltration and severity of obesity-associated sequelae). Our laboratory’s previous studies demonstrate that a minimal sample size of six mice in each group has a 99% power to detect a twofold difference between means with a significance level (alpha) of 0.05 (two-tailed). No animals were excluded from the analyses and none of the studies were blinded.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

RNA-sequencing data supporting the findings have been deposited in GEO database and can be accessed at GSE110236. Functional enrichments of differentially expressed genes were assessed through ToppGene (https://toppgene.cchmc.org). Publicly available ChIP-seq data used in this study were obtained from mouse ENCODE^66^ (https://www.ncbi.nlm.nih.gov/geo/info/ENCODE.html#Mouse), PAZAR^67^ (http://www.cisreg.ca/), and the UCSC Genome Browser^68^ (http://genome.ucsc.edu/). Transcription factor binding site motif data were obtained from the CisBP database^70^ (http://cisbp.ccbr.utoronto.ca/). The source data underlying Figs. 1a−g, 2f, 3b, d, f, g, h, 4a−e, g−k, 5c−j, 6a−j, 7a−m and Supplementary Figs. 1a−f, 2c,  3b−d,  4a−e, 5, 6a−e, 8, 9a, b, 10b, c, 11, 12a, 13 are provided as a Source Data File.

## Source data

Source Data

# Supplementary material for: Type I interferon sensing unlocks dormant adipocyte inflammatory potential
**Source:** Nat Commun. 2020 Jun 2;11:2745. doi: 10.1038/s41467-020-16571-4
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **Type I Interferon Sensing Unlocks Dormant Adipocyte Inflammatory Potential**

**Chan et. al**

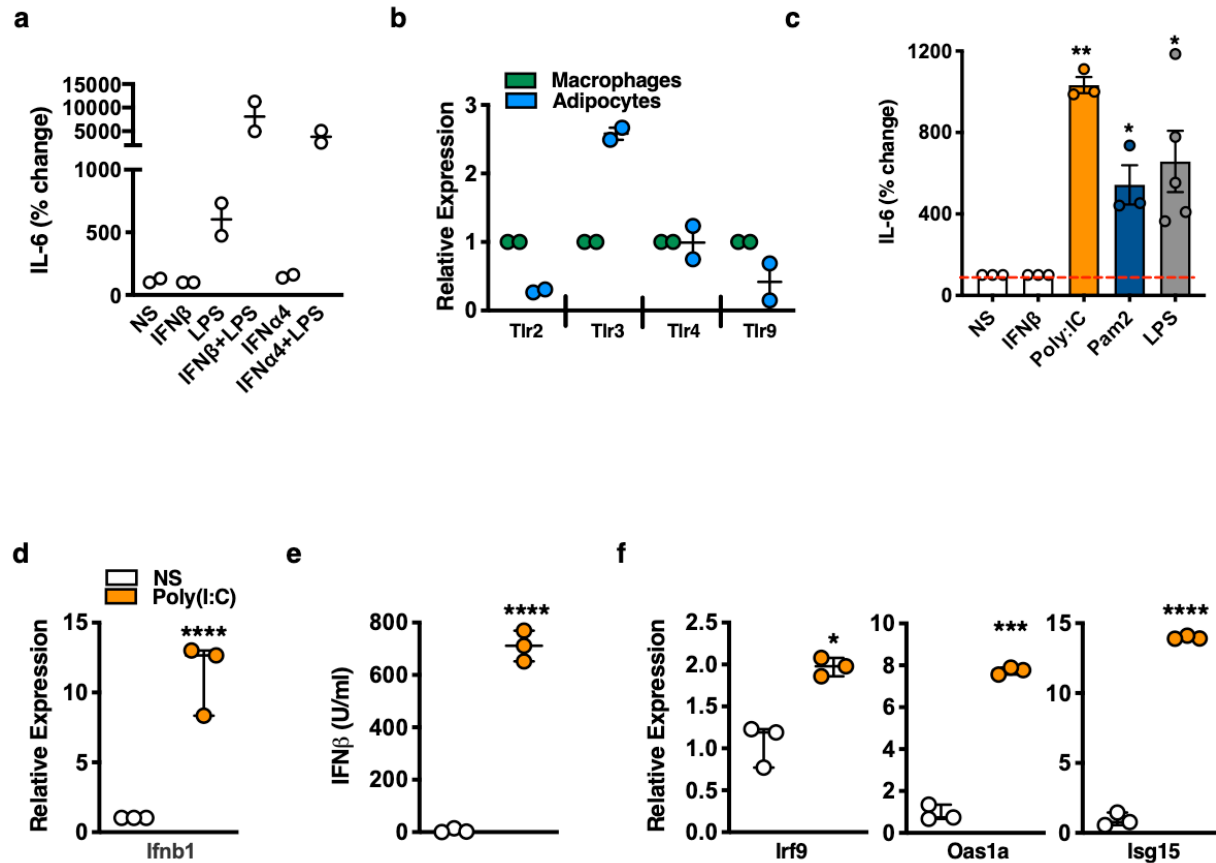

**Supplementary Fig. 1. Various TLR triggers are sufficient to promote the adipocyte type I IFN axis.** (a-f) Primary adipocytes or bone-marrow derived macrophages were isolated from CD-fed WT mice. (a) IL-6 protein levels in stimulated adipocytes under indicated conditions, quantified by ELISA; % change to NS. (b) mRNA expression by qPCR of indicated TLRs, relative expression to macrophage. (c) IL-6 protein levels quantified by ELISA in adipocytes treated with saline (NS), IFN $\beta$  (250 U/ml), Poly(I:C) (25  $\mu$ g/ml), Pam2cys (100 ng/ml), or LPS (100 ng/ml); % change to NS. (d-f) Primary adipocytes isolated from WT mice were stimulated in the presence or absence of Poly(I:C) (25  $\mu$ g/ml). (d) *Ifnb1* mRNA expression by qPCR. (e) IFN $\beta$  protein quantified by type I IFN activity assay. (f) mRNA Expression of indicated type I IFN axis genes by qPCR, relative expression to NS. (a-c) Representative of 3 independent experiments, n = 2-5/condition. (d-f) Representative of 3 independent experiments, n = 3/condition. (a-b, d-f) For box plots, the midline represents the mean, boxes represent the interquartile range and whiskers show the full range of values. (c) For bar graphs, data represents mean  $\pm$  SEM. (a-f) Unpaired two-tailed student's t-test. \* $P$  < 0.05, \*\* $P$  < 0.01, \*\*\* $P$  < 0.001, \*\*\*\* $P$  < 0.0001. M denotes macrophage and A denotes adipocyte. Source data are provided as a Source data file.

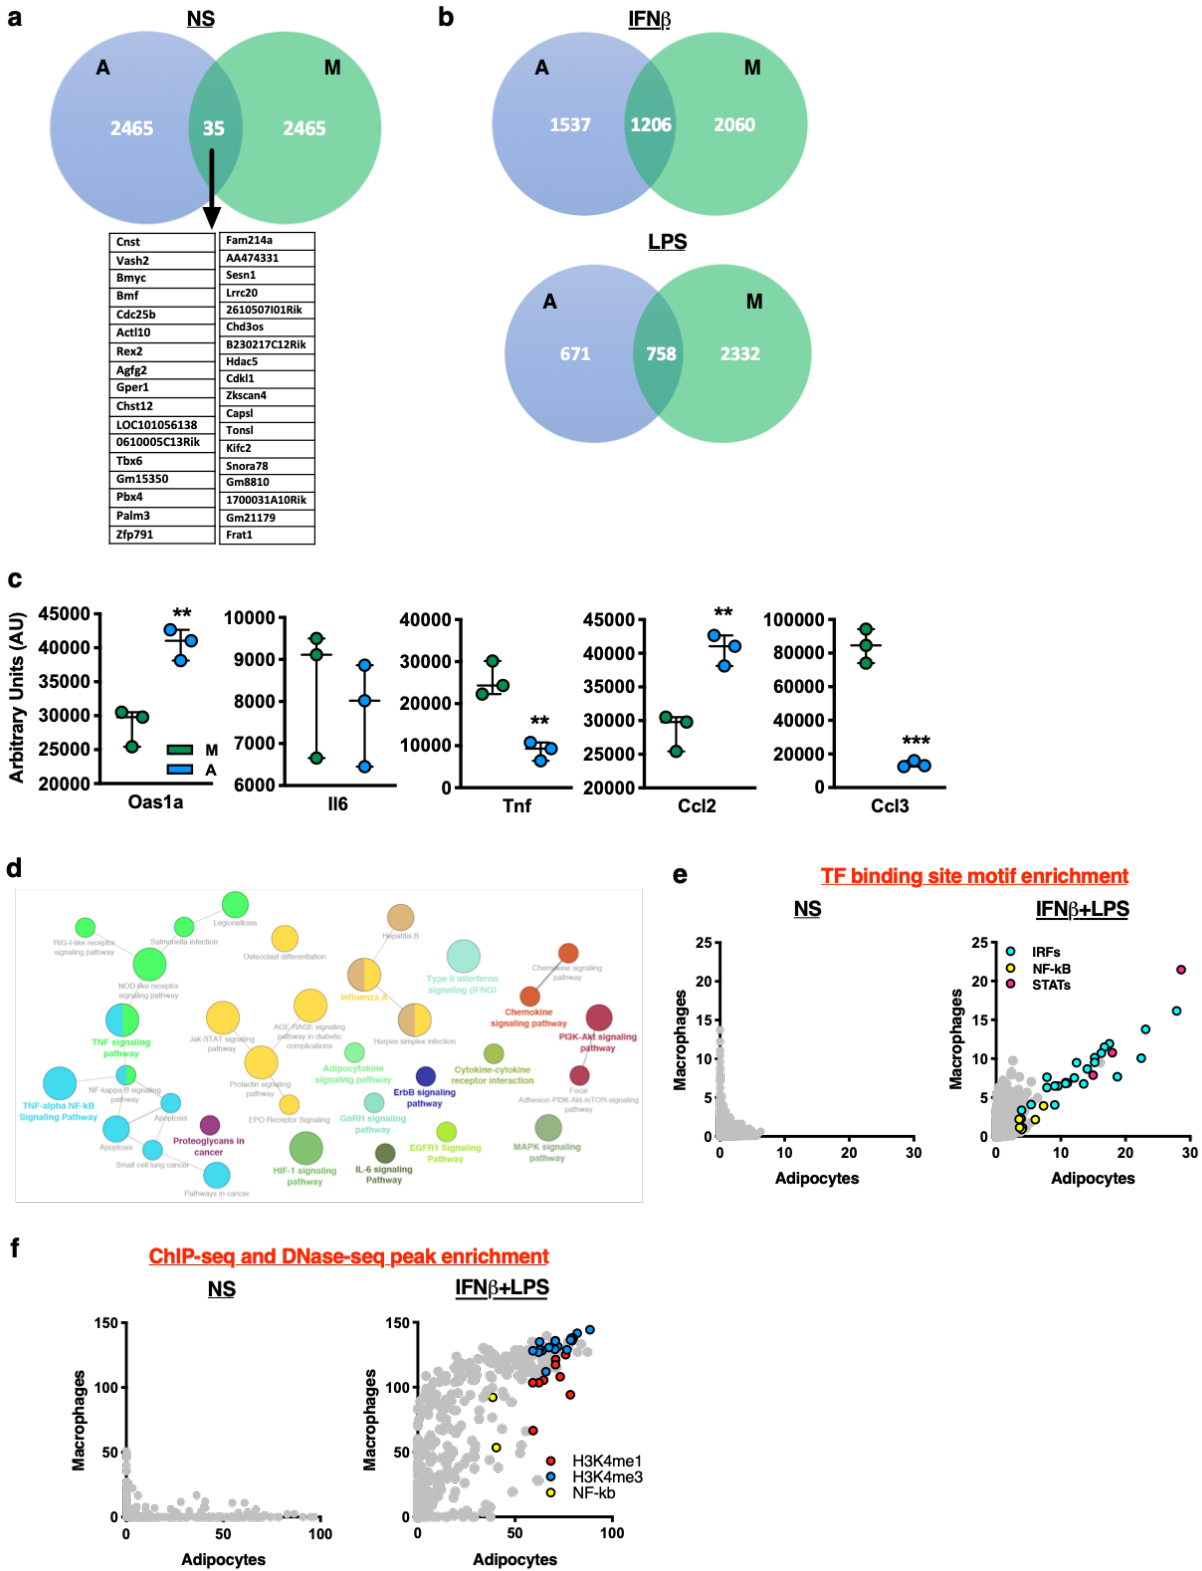

**Supplementary Fig. 2. Convergence of adipocytes and macrophage gene expression patterns.** Primary adipocytes and macrophages isolated from CD fed WT

mice were treated with saline (NS), IFN $\beta$  (250 U/ml) or LPS (100 ng/ml) as indicated and subjected to RNA-seq analysis. **(a-b)** Venn diagram representation of number of differentially regulated genes in adipocytes and macrophages under NS. **(c)** Validation of mRNA expression by qPCR of indicated genes, arbitrary units compared to beta-actin expression. **(d)** Common pathways in adipocytes and macrophages treated with IFN $\beta$ +LPS. **(e-f)** Complementary computational analyses of promoters of genes with elevated expression (determined by RNAseq) for TF binding site motif enrichment and ChIP-seq and DNase-seq peak enrichment. **(e)** Promoter regions of genes expressed in Adipocytes or Macrophages stimulated with saline (NS) or IFN $\beta$ +LPS (200U/100ng/ml), were inspected for over-represented predicted TF binding sites (see Methods). Each data point in the scatterplot represents one TF binding site motif, with the X- and Y-axes indicating the negative log of the p-value describing the significance of the enrichment of the motif in the given gene promoter set. Motifs for particular TF classes are colored (see inset). Results are shown for promoters defined as (-1000,+500) relative to the TSS. NS, not stimulated. **(f)** Promoter regions of genes expressed in Adipocytes or Macrophages were inspected for over-represented ChIP-seq or DNase-seq peak datasets (see Methods). Each data point in the scatterplot represents a single dataset (e.g. ChIP-seq for a particular TF or histone mark in a certain cell type). Particular types of datasets are colored (see inset). Results are shown for promoters defined as (-1000,+500) relative to the TSS. For both analyses, the X-axis shows adipocyte data sets and Y-axis displays macrophage data sets. **(a-b, d-f)** A single experiment, n = 2/condition. **(c)** Representative of 3 independent experiments, n = 3/condition. **(c)** For box plots, the midline represents the mean, boxes represent the interquartile range and whiskers show the full range of values. **(c)** Unpaired two-tailed Student's t-test. \*\* $P < 0.01$ , \*\*\* $P < 0.001$ . A denotes adipocytes. M denotes macrophages. Source data are provided as a Source data file.

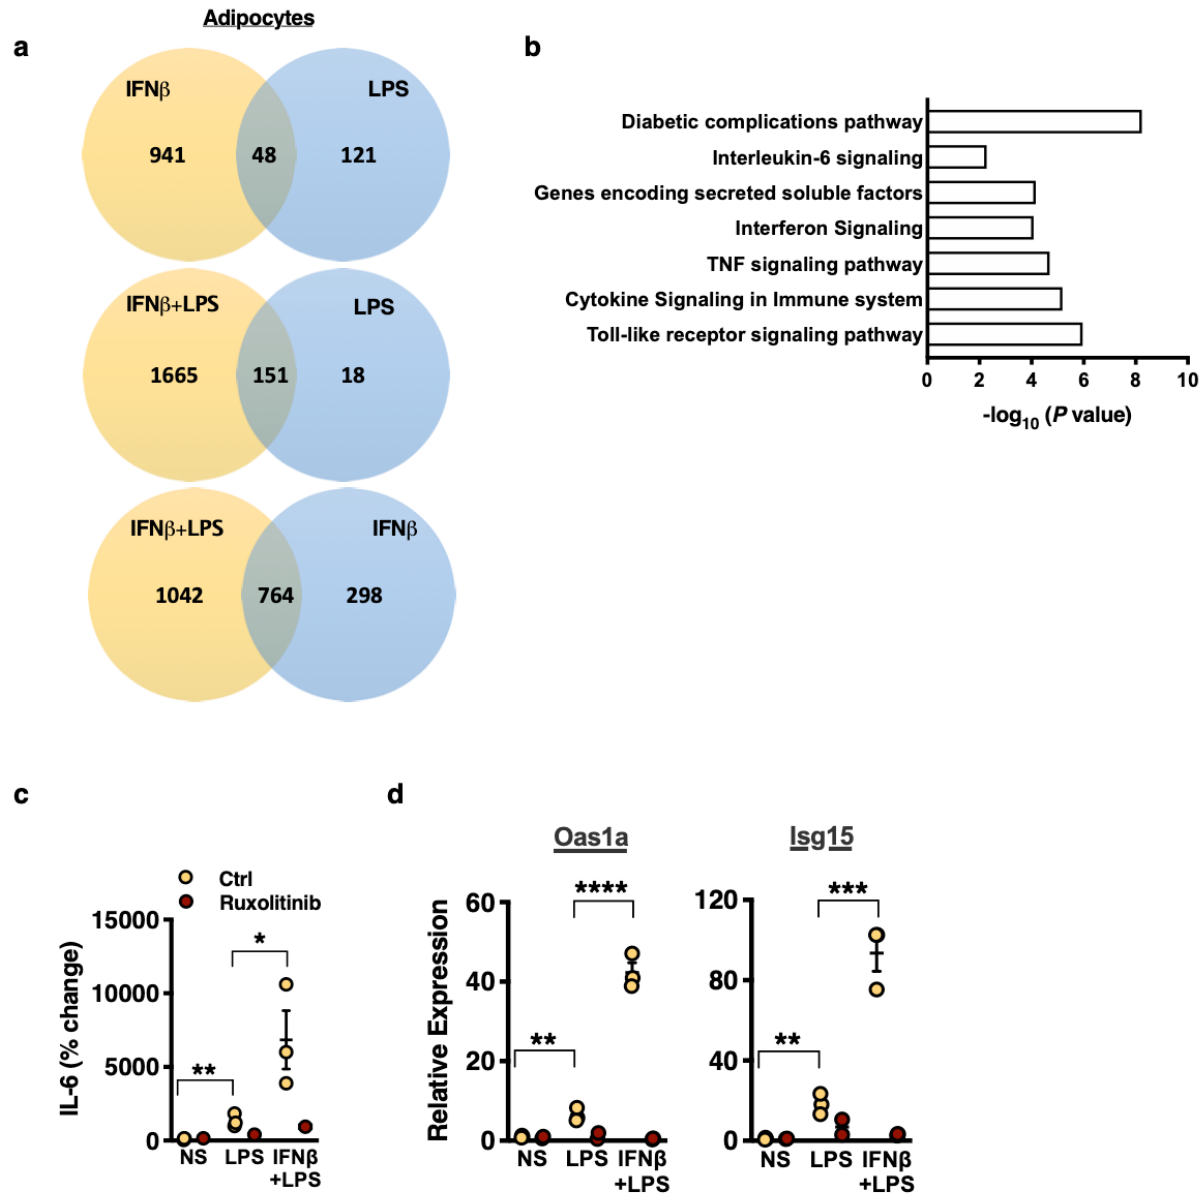

**Supplementary Fig. 3. Ontologies significantly augmented by IFN $\beta$ +LPS treatment in adipocytes.** (a-b) Primary adipocytes isolated from CD fed WT mice were treated with saline (NS), IFN $\beta$  (250 U/ml) and/or LPS (100 ng/ml) as indicated and subjected to RNA-seq analysis. (a) Venn diagram representation of number of differentially regulated genes in adipocytes under indicated treatment. (b) Adipocyte ontology pathways significantly augmented by IFN $\beta$ +LPS treatment (>2 fold over IFN $\beta$  or LPS alone) by RNA-seq analysis. (c-d) Adipocytes isolated from CD fed WT mice were treated with NS, IFN $\beta$  (250 U/ml) and/or LPS (100 ng/ml) in the presence or absence of Ruxolitinib (200 nM). (c) IL-6 levels in supernatant were quantified by ELISA. (d) mRNA expression of IFNAR axis genes as indicated, relative expression to NS. (a-b) A single experiment, n = 2/condition. (c-d) Representative of 3 independent experiments, n = 2-3/condition.

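Each circle of the Venn diagram in Supplementary Fig. 3a stands for the adipocyte genes regulated under 1 treatment, and the legend does not name the comparison. With edgeR's quasi-likelihood test on the deposited counts, at a Benjamini-Hochberg adjusted p-value under 0.05 and a change over 1.5-fold against NS, 71 genes were changed only by IFNβ, 157 only by LPS and 641 only by IFNβ + LPS. All 3 treatments changed 572 genes, and 592 were changed by both single treatments. The enrichment scores of Supplementary Fig. 3b come from ToppGene, which compares a set of genes with annotated pathways, and these scores were not computed from the counts.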

(c-d) For box plots, the midline represents the mean, boxes represent the interquartile range and whiskers show the full range of values. (c-d) Unpaired two-tailed student's t-test.  $*P < 0.05$ ,  $**P < 0.01$ ,  $***P < 0.001$ ,  $****P < 0.0001$ . Source data are provided as a Source data file.

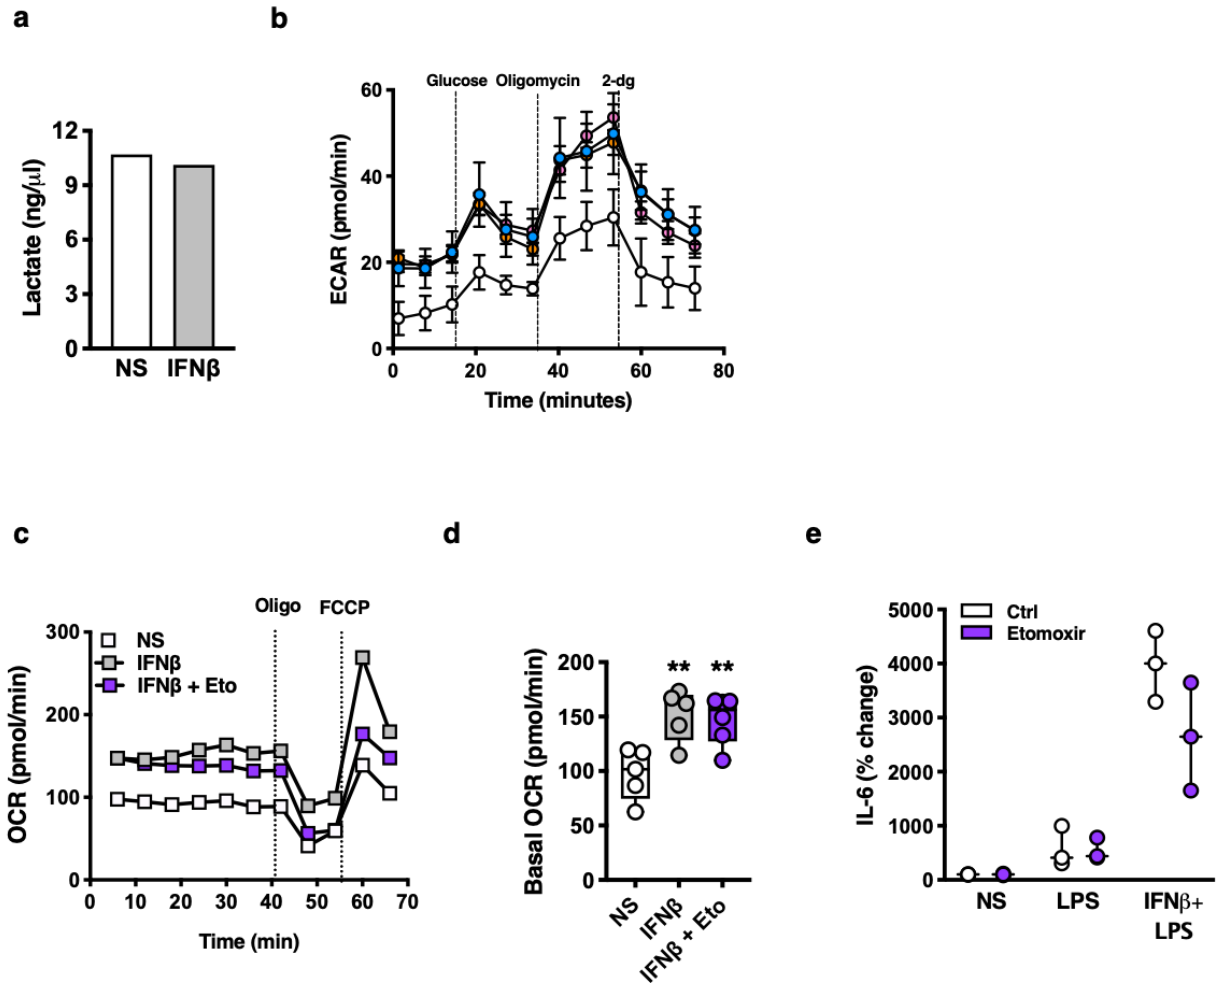

**Supplementary Fig. 4. IFN $\beta$  modifies glycolysis in adipocytes.** (a) Adipocytes treated in the presence or absence of IFN $\beta$  (250 U/ml), quantified mean lactate in adipocyte supernatants. (b-c) Adipocytes were treated in the presence or absence of IFN $\beta$  (250 U/ml) and/or LPS (100 ng/ml). Cellular bioenergetics of treated adipocytes was determined by Seahorse XF96 analyzer with sequential injection of glucose (2 mM), oligomycin (2  $\mu$ g/ml), and 2-DG (10 mM). (b) ECAR. (c-d) Adipocytes treated in the presence or absence of IFN $\beta$  (250 U/ml) and/or Etomoxir (250  $\mu$ M) and cellular bioenergetics of treated adipocytes was determined by Seahorse XF96 analyzer with sequential injection of oligomycin (2  $\mu$ g/ml) and FCCP (1 mM). (c) OCR. (d) Basal OCR. (e) Adipocytes were treated in the presence or absence of IFN $\beta$  (250 U/ml), LPS (100 ng/ml) and/or Etomoxir (250  $\mu$ M). IL-6 protein quantified in supernatants by ELISA, % change to NS. (a) Representative of 3 independent experiments, n = 2-3/condition. (b-c) Representative of 2 independent experiments, n = 4/condition. (d-e) Representative of 3 independent experiments, n = 5-6/condition. (f) Representative of 3 independent experiments, n = 3/condition. (b-c) For line graphs and (d) bar graphs, data represents mean  $\pm$  SEM. (e) For box plots, the midline represents the mean, boxes represent the

interquartile range and whiskers show the full range of values. (**a**, **e-f**) Unpaired two-tailed student's t-test.  $**P < 0.01$ . Source data are provided as a Source data file.

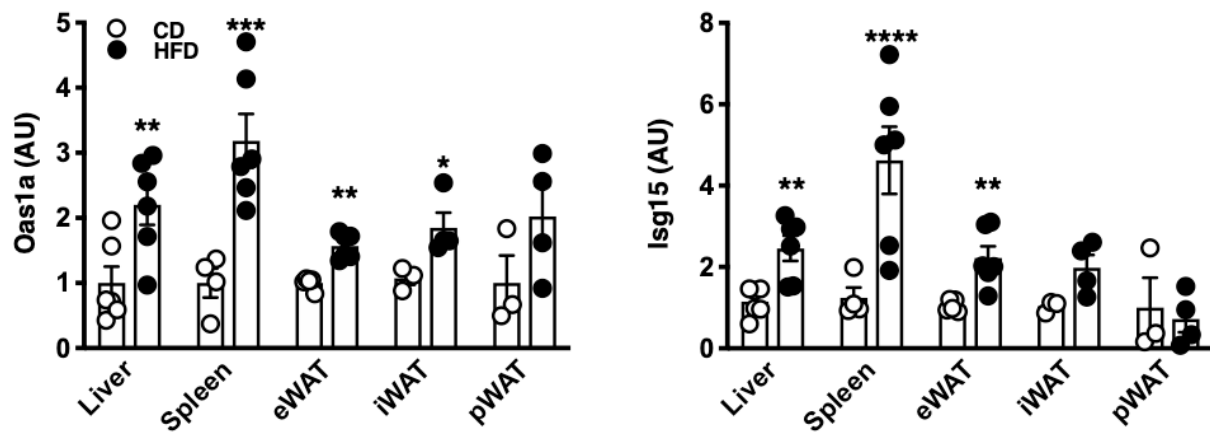

**Supplementary Fig. 5. Obesity augments type I IFN signature across organs.**

mRNA expression by qPCR of the indicated type I IFN axis genes in liver, eWAT and spleen of WT mice fed CD or HFD for 22 weeks. Representative of 3 independent experiments, n = 3-6/condition. For bar graphs, data represents mean  $\pm$  SEM.

Unpaired two-tailed student's t-test. \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$ .

Source data are provided as a Source data file.

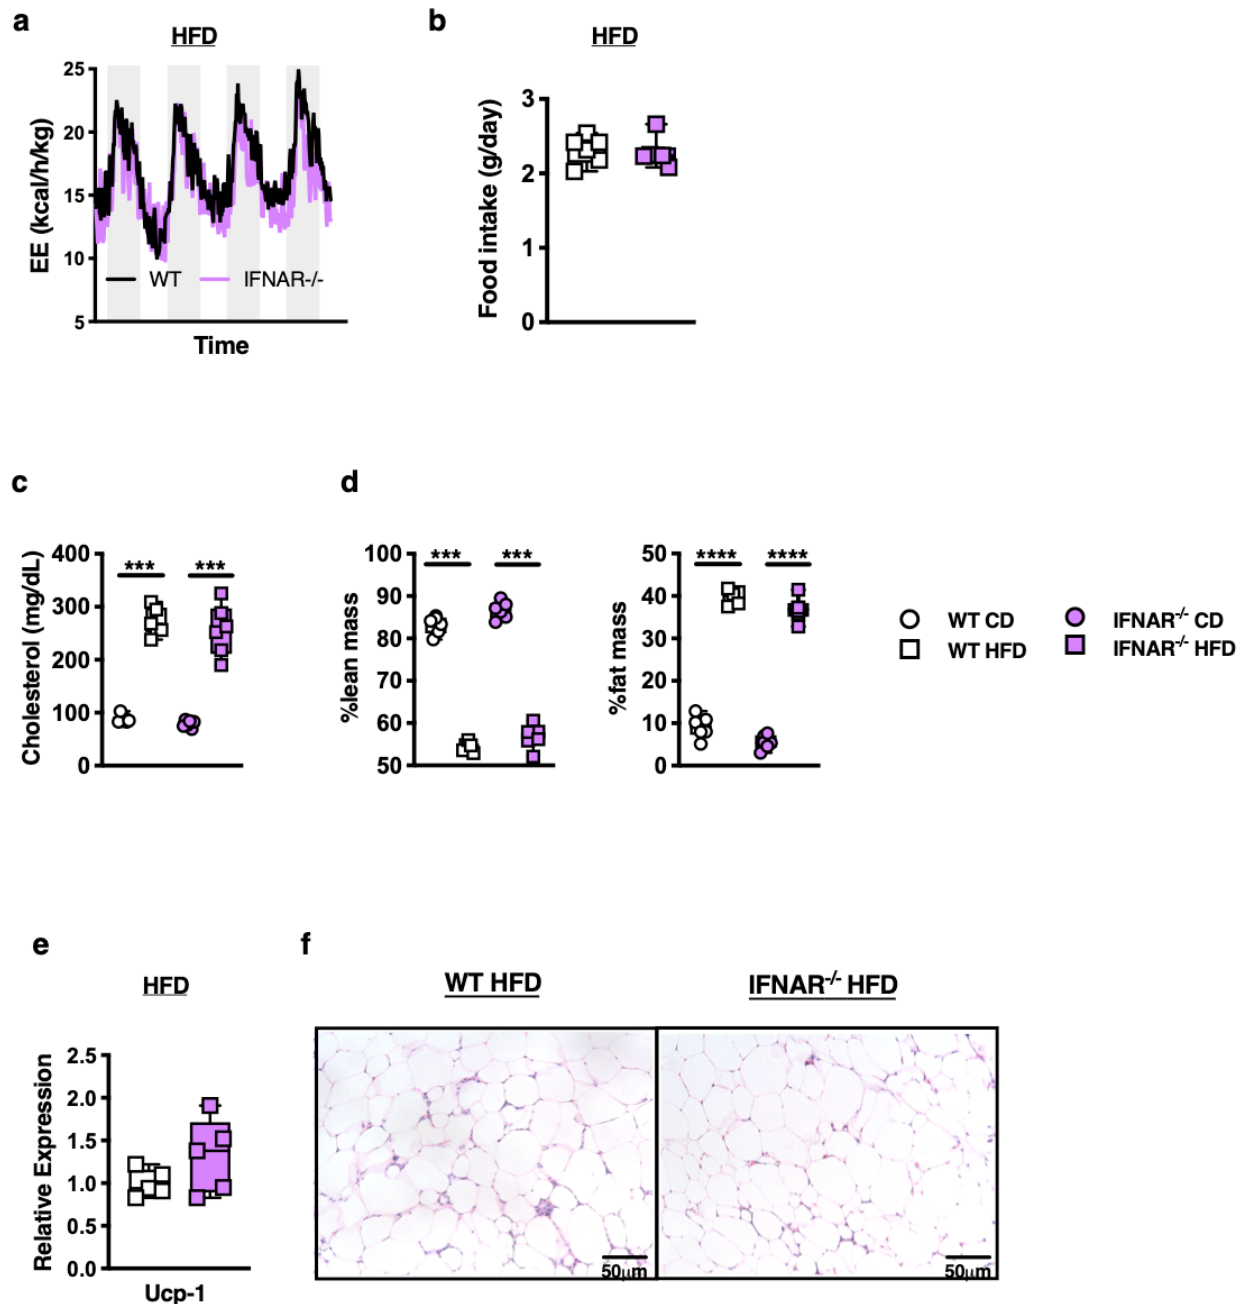

**Supplementary Fig. 6. IFNAR does not modify HFD-driven obesity and adiposity.**

WT and IFNAR<sup>-/-</sup> mice were fed CD or HFD for 22 weeks. (a) Energy Expenditure measured by TSE systems. (b) Cumulative food intake between HFD-fed mice. (c) Systemic cholesterol. (d) Total body lean (%) and fat (%) mass quantified by Echo MRI. (e) Brown adipose tissue (BAT) Ucp-1 mRNA expression by qPCR. (f) eWAT H&E staining. (a-f) Representative of 3 independent experiments, n = 5-7/condition. (a) For line graph, data represents mean. (b-e) For box plots, the midline represents the mean, boxes represent the interquartile range and whiskers show the full range of values. (b-e)

Unpaired two-tailed student's t-test. \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$ . Source data are provided as a Source data file.

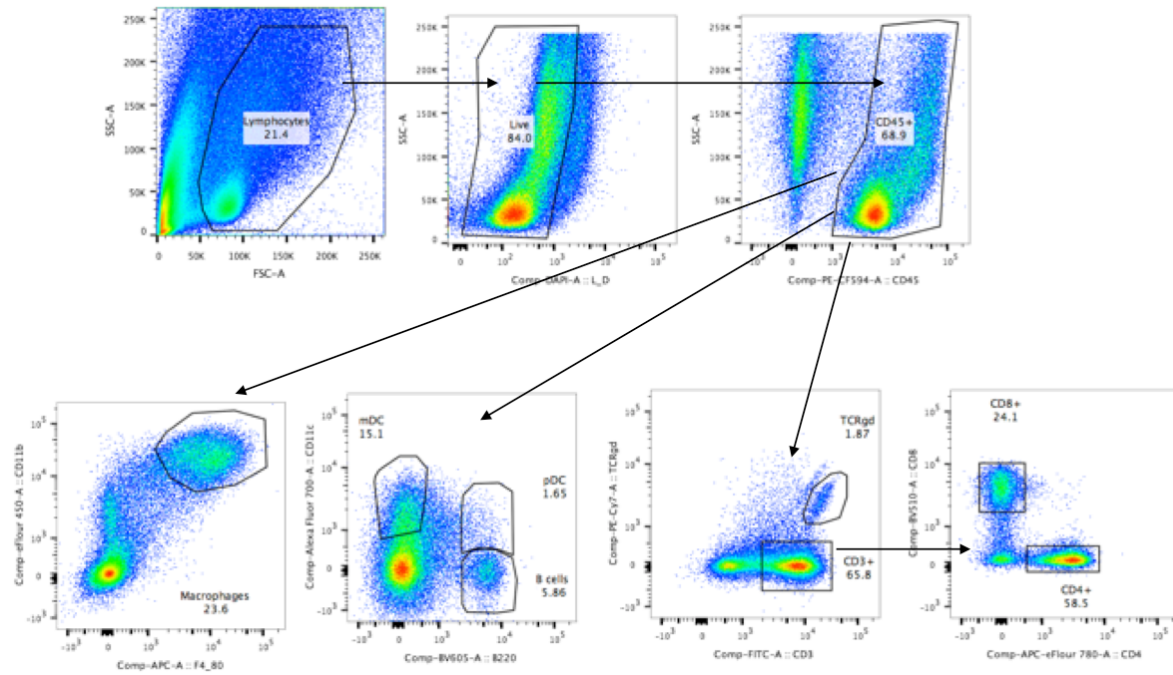

**Supplementary Fig. 7. Representative gating strategy for FACS analysis of immune cell infiltration into WAT and Liver of obese IFNAR-deficient and WT mice.** Additional data related to Fig. 4, a representative gating strategy for identification of CD45<sup>+</sup>, CD3<sup>+</sup>CD4<sup>+</sup>, CD3<sup>+</sup>CD8<sup>+</sup>, CD11c<sup>+</sup>B220<sup>+</sup>, F4/80<sup>+</sup>CD11b<sup>+</sup>, F4/80<sup>+</sup>CD11b<sup>+</sup>IL6<sup>+</sup>, and F4/80<sup>+</sup>CD11b<sup>+</sup>TNFα<sup>+</sup> by flow cytometry.

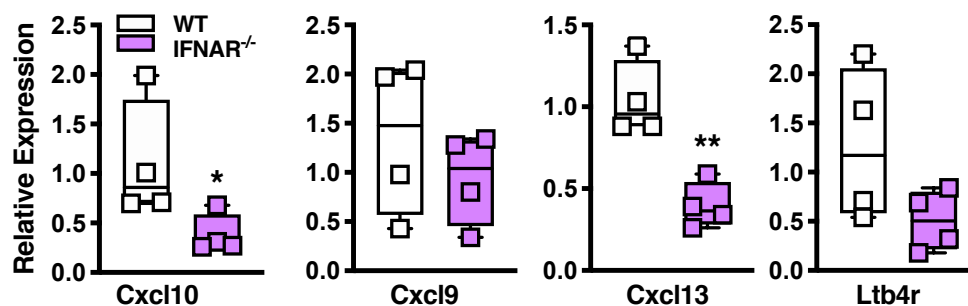

### Supplementary Fig. 8. IFNAR remodels WAT inflammation.

WT and IFNAR<sup>-/-</sup> mice were fed HFD diet for 22 weeks. mRNA expression by qPCR of indicated chemokines in eWAT tissue. Representative of 3 independent experiments, n = 4/condition. For box plots, the midline represents the mean, boxes represent the interquartile range and whiskers show the full range of values. Unpaired two-tailed student's t-test. \* $P < 0.05$ , \*\* $P < 0.01$ . Source data are provided as a Source data file.

### Co-Housed

a

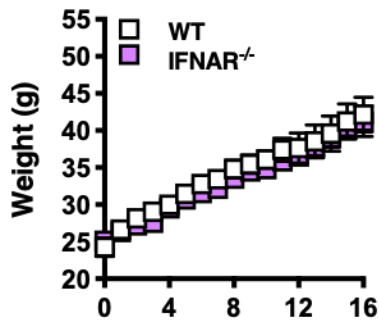

b

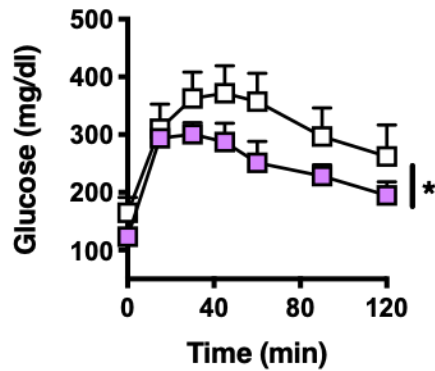

**Supplementary Fig. 9. Co-housing does not impact type I IFN/IFNAR axis effects in obesity.** (a-b) WT and IFNAR<sup>-/-</sup> mice were co-housed for 6 week and subsequently fed HFD for 16 weeks. (a) Body weight. (b) GTT at week 14. Representative of 3 independent experiments, n = 3/condition. (a-b) For line graphs, data represents mean +/- SEM. (a-b) Area under the curve. \*p < 0.05. Source data are provided as a Source data file.

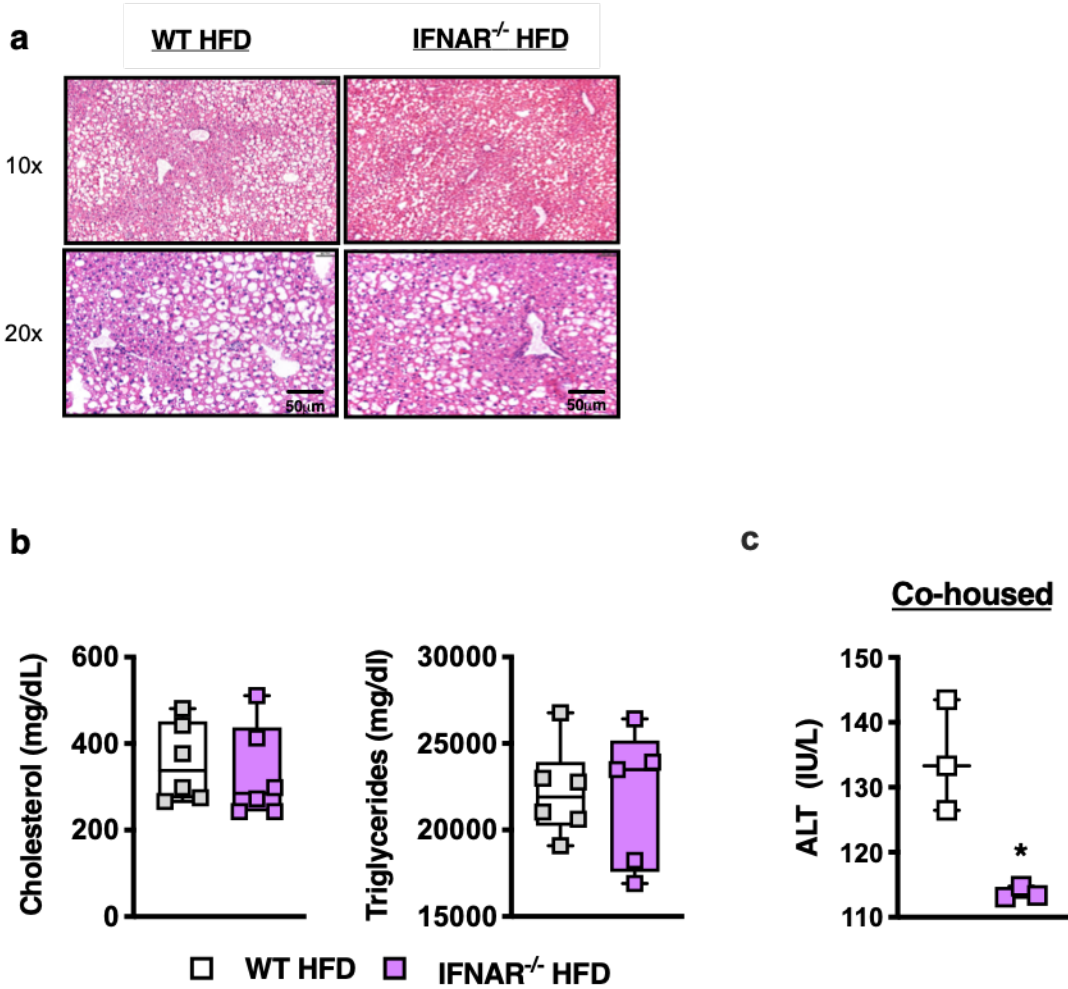

**Supplementary Fig. 10. IFNAR modulates obesity-associated NAFLD**

**pathogenesis.** (a-b) WT and IFNAR<sup>-/-</sup> mice were fed an obesogenic diet for 22 weeks. (a) H&E stained liver tissue. (b) Liver cholesterol and triglyceride levels. (c) WT and IFNAR<sup>-/-</sup> mice were co-housed for 6 week and subsequently fed HFD for 16 weeks. ALT quantified at time of harvest. (a-b) Representative of 3 independent experiments, n = 5-6/condition. (c) Representative of 3 independent experiments, n = 3/condition. For bar graphs, data represents mean +/- SEM. (b-c) For box plots, the midline represents the mean, boxes represent the interquartile range and whiskers show the full range of values. (b-c) Unpaired two-tailed student's t-test. \**P* < 0.05. Source data are provided as a Source data file.

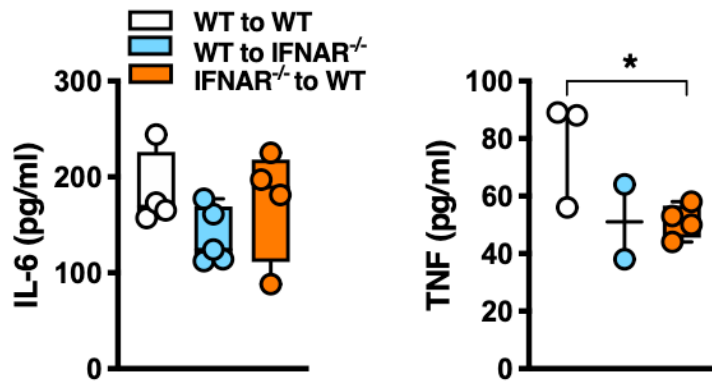

**Supplementary Fig. 11. Non-hematopoietic and hematopoietic IFNAR expression comparably impact systemic proinflammatory cytokine production.** Reciprocal bone marrow transfers (BMT) between WT and IFNAR<sup>-/-</sup> mice were performed, successful reconstitution was confirmed at d74 post-transfer by flow cytometry. LPS-driven systemic IL-6 and TNF levels in indicated lean mice quantified by *In vivo cytokine capture assay* (IVCCA). A single experiment, n = 2-5/condition. For bar graphs, data represents mean  $\pm$  SEM. For box plots, the midline represents the mean, boxes represent the interquartile range and whiskers show the full range of values. Unpaired two-tailed student's t-test. \* $P < 0.05$ . Source data are provided as a Source data file.

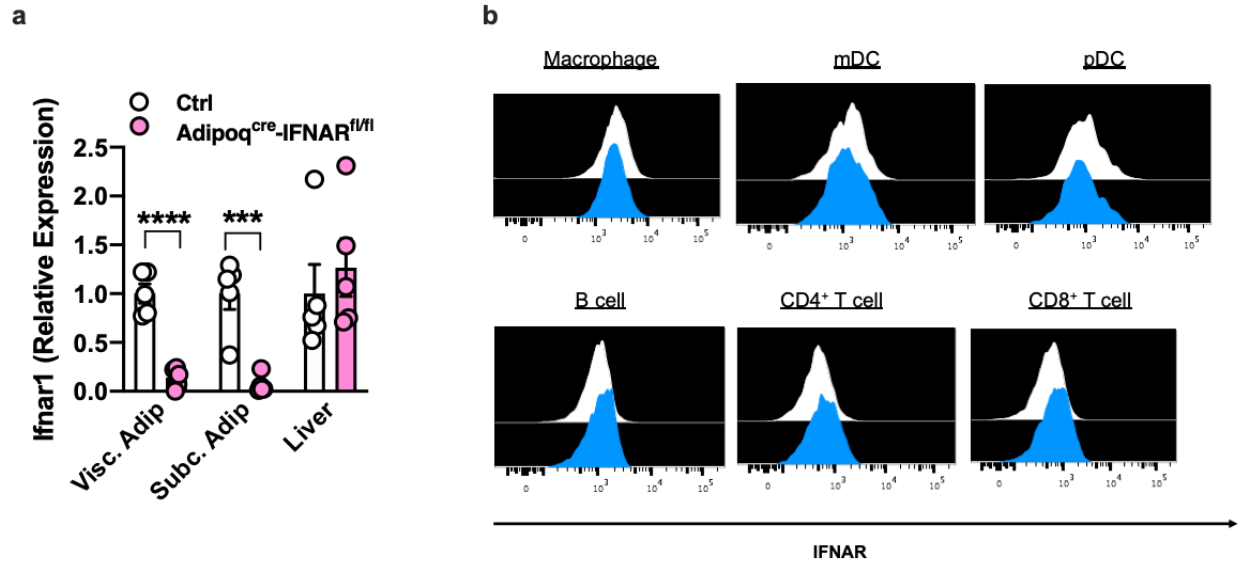

**Supplementary Fig. 12. Specificity of Adipoq<sup>cre</sup>IFNAR<sup>fl/fl</sup> deletion.** Adipoq<sup>cre</sup>IFNAR<sup>fl/fl</sup> and littermate controls were fed HFD for 18 weeks. **(a)** mRNA expression by qPCR of *Ifnar1* in visceral and subcutaneous mature adipocytes and liver tissue. **(b)** Flow cytometry analysis of IFNAR expression in immune cells within eWAT of Adipoq<sup>cre</sup>IFNAR<sup>fl/fl</sup> (blue) and littermate controls (white). **(a-b)** Data representative of 2 independent experiments, n = 5/condition. **(a)** For bar graphs, data represents mean  $\pm$  SEM. **(a)** Unpaired two-tailed student's t-test. \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$ . Source data are provided as a Source data file.

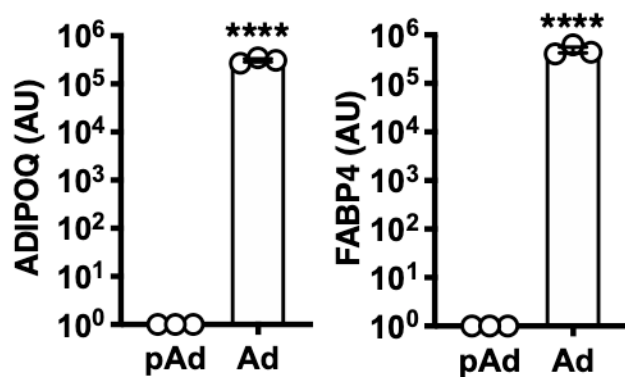

**Supplementary Fig. 13. Differentiated human adipocytes display a white adipocyte gene signature.** Preadipocytes (pAd) or adipocytes (Ad) were isolated from omental white adipose tissue of bariatric patients. mRNA expression by qPCR of indicated WAT signature genes, normalized arbitrary units to preadipocytes (pAd). Representative patients,  $n = 3/\text{condition}$ . For bar graphs, data represents mean  $\pm$  SEM. Unpaired two-tailed student's t-test. \*\*\*\* $P < 0.0001$ . Source data are provided as a Source data file.

|                                                                         | WT             | IFNAR <sup>-/-</sup> | P-value |
|-------------------------------------------------------------------------|----------------|----------------------|---------|
| n                                                                       | 3              | 4                    |         |
| CD45 <sup>+</sup> (x10 <sup>6</sup> mean +/- SEM)                       | 3.46 +/- 0.89  | 1.13 +/- 0.12        | *0.026  |
| CD3 <sup>+</sup> CD4 <sup>+</sup> (x10 <sup>5</sup> mean +/- SEM)       | 1.37 +/- 0.3   | 0.38 +/- 0.07        | **0.007 |
| CD3 <sup>+</sup> CD8 <sup>+</sup> (x10 <sup>5</sup> mean +/- SEM)       | 1.99 +/- 0.51  | 0.58 +/- 0.09        | *0.018  |
| CD11c <sup>+</sup> B220 <sup>+</sup> (x10 <sup>5</sup> mean +/- SEM)    | 1.54 +/- 0.35  | 0.26 +/- 0.04        | **0.004 |
| F4/80 <sup>+</sup> CD11b <sup>+</sup> (x10 <sup>4</sup> mean +/- SEM)   | 1.17 +/- 0.22  | 1.22 +/- 0.18        | 0.88    |
| F4/80 <sup>+</sup> CD11b <sup>+</sup> IL6 <sup>+</sup> (% mean +/- SEM) | 15.26 +/- 2.88 | 8.00 +/- 1.31        | *0.04   |
| F4/80 <sup>+</sup> CD11b <sup>+</sup> TNFα <sup>+</sup> (% mean +/-SEM) | 10.94 +/- 1.62 | 6.36 +/- 0.97        | *0.03   |

**Supplementary Table 1. eWAT immune cell infiltration in WT and IFNAR<sup>-/-</sup> obese mice.**

|                                                                          | WT              | IFNAR <sup>-/-</sup> | P-value |
|--------------------------------------------------------------------------|-----------------|----------------------|---------|
| n                                                                        | 3               | 4                    |         |
| CD45 <sup>+</sup> (x10 <sup>6</sup> mean +/- SEM)                        | 1.23 +/- 0.15   | 0.54 +/- 0.15        | *0.01   |
| CD3 <sup>+</sup> CD4 <sup>+</sup> (x10 <sup>5</sup> mean +/- SEM)        | 0.92 +/- 0.21   | 0.30 +/- 0.09        | *0.02   |
| CD3 <sup>+</sup> CD8 <sup>+</sup> (x10 <sup>5</sup> mean +/- SEM)        | 1.78 +/- 0.58   | 0.69 +/- 0.22        | 0.09    |
| CD11c <sup>+</sup> B220 <sup>+</sup> (x10 <sup>5</sup> mean +/- SEM)     | 2.28 +/- 0.688  | 2.93 +/- 0.71        | 0.53    |
| F4/80 <sup>+</sup> CD11b <sup>+</sup> IL6 <sup>+</sup> (% mean +/- SEM)  | 9.76 +/- 2.20   | 4.23 +/- 1.10        | *0.04   |
| F4/80 <sup>+</sup> CD11b <sup>+</sup> TNFα <sup>+</sup> (% mean +/- SEM) | 24.76 +/- 4.899 | 12.17 +/- 2.44       | *0.03   |

**Supplementary Table 2. Liver immune cell infiltration in WT and IFNAR<sup>-/-</sup> obese mice.**

|                                                                          | IFNAR <sup>-/-</sup> to WT | WT to IFNAR <sup>-/-</sup> |
|--------------------------------------------------------------------------|----------------------------|----------------------------|
| n                                                                        | 5                          | 4                          |
| CD45 <sup>+</sup> (x10 <sup>6</sup> mean +/- SEM)                        | 3.80 +/- 1.24              | 5.17 +/- 0.62              |
| CD3 <sup>+</sup> CD4 <sup>+</sup> (x10 <sup>5</sup> mean +/- SEM)        | 5.83 +/- 2.12              | 5.67 +/- 0.62              |
| CD3 <sup>+</sup> CD8 <sup>+</sup> (x10 <sup>5</sup> mean +/- SEM)        | 0.28 +/- 0.08              | 0.70 +/- 0.15              |
| CD11c <sup>+</sup> B220 <sup>+</sup> (x10 <sup>5</sup> mean +/- SEM)     | 0.88 +/- 0.36              | 1.35 +/- 0.44              |
| F4/80 <sup>+</sup> CD11b <sup>+</sup> (x10 <sup>4</sup> mean +/- SEM)    | 0.75 +/- 0.28              | 3.24 +/- 0.50              |
| F4/80 <sup>+</sup> CD11b <sup>+</sup> IL6 <sup>+</sup> (% mean +/- SEM)  | 1.21 +/- 0.06              | 1.49 +/- 0.12              |
| F4/80 <sup>+</sup> CD11b <sup>+</sup> TNFα <sup>+</sup> (% mean +/- SEM) | 0.93 +/- 0.21              | 4.54 +/- 0.80              |

**Supplementary Table 3. eWAT immune cell infiltration in obese WT to IFNAR<sup>-/-</sup> reciprocal bone marrow transfer mice.**

|                                                                          | IFNAR <sup>-/-</sup> to WT | WT to IFNAR <sup>-/-</sup> |
|--------------------------------------------------------------------------|----------------------------|----------------------------|
| n                                                                        | 5                          | 4                          |
| CD45 <sup>+</sup> (x10 <sup>6</sup> mean +/- SEM)                        | 0.79 +/- 0.15              | 1.21 +/- 0.33              |
| CD3 <sup>+</sup> CD4 <sup>+</sup> (x10 <sup>5</sup> mean +/- SEM)        | 1.23 +/- 0.62              | 0.82 +/- 0.15              |
| CD3 <sup>+</sup> CD8 <sup>+</sup> (x10 <sup>5</sup> mean +/- SEM)        | 1.16 +/- 0.61              | 1.11 +/- 0.24              |
| F4/80 <sup>+</sup> CD11b <sup>+</sup> (x10 <sup>4</sup> mean +/- SEM)    | 1.07 +/- 0.34              | 0.55 +/- 0.16              |
| F4/80 <sup>+</sup> CD11b <sup>+</sup> IL6 <sup>+</sup> (% mean +/- SEM)  | 3.6 +/- 0.46               | 1.29 +/- 0.49              |
| F4/80 <sup>+</sup> CD11b <sup>+</sup> TNFα <sup>+</sup> (% mean +/- SEM) | 9.83 +/- 1.39              | 0.53 +/- 0.15              |

**Supplementary Table 4. Liver immune cell infiltration in obese WT to IFNAR<sup>-/-</sup> reciprocal bone marrow transfer mice.**

|                                                                          | Ctrl           | Adipoq <sup>cre</sup> IFNAR <sup>fl</sup> | P-value |
|--------------------------------------------------------------------------|----------------|-------------------------------------------|---------|
| n                                                                        | 5              | 5                                         |         |
| CD45 <sup>+</sup> (x10 <sup>5</sup> mean +/- SEM)                        | 2.08 +/- 0.39  | 2.84 +/- 0.64                             | 0.34    |
| CD3 <sup>+</sup> CD4 <sup>+</sup> (x10 <sup>4</sup> mean +/- SEM)        | 3.83 +/- 0.12  | 3.98 +/- 0.10                             | 0.92    |
| CD3 <sup>+</sup> CD8 <sup>+</sup> (x10 <sup>4</sup> mean +/- SEM)        | 5.95 +/- 0.11  | 7.08 +/- 1.97                             | 0.63    |
| CD11c <sup>+</sup> B220 <sup>+</sup> (x10 <sup>4</sup> mean +/- SEM)     | 1.17 +/- 0.19  | 2.78 +/- 0.8                              | 0.08    |
| F4/80 <sup>+</sup> CD11b <sup>+</sup> (x10 <sup>4</sup> mean +/- SEM)    | 5.23 +/- 0.11  | 4.78 +/- 0.18                             | 0.84    |
| F4/80 <sup>+</sup> CD11b <sup>+</sup> IL6 <sup>+</sup> (% mean +/- SEM)  | 9.8 +/- 1.87   | 8.6 +/- 1.33                              | 0.61    |
| F4/80 <sup>+</sup> CD11b <sup>+</sup> TNFα <sup>+</sup> (% mean +/- SEM) | 11.81 +/- 2.18 | 15.45 +/- 3.88                            | 0.11    |

**Supplementary Table 5. Obese Adipoq<sup>cre</sup>IFNAR<sup>fl/fl</sup> and littermate control (Cre<sup>-</sup>IFNAR<sup>fl/fl</sup>) eWAT immune cell infiltration.**

|                                                                          | Ctrl           | Adipoq <sup>cre</sup> IFNAR <sup>fl</sup> | P-value |
|--------------------------------------------------------------------------|----------------|-------------------------------------------|---------|
| n                                                                        | 5              | 5                                         |         |
| CD45 <sup>+</sup> (x10 <sup>5</sup> mean +/- SEM)                        | 4.00 +/- 1.27  | 6.62 +/- 0.59                             | 0.085   |
| CD3 <sup>+</sup> CD4 <sup>+</sup> (x10 <sup>4</sup> mean +/- SEM)        | 4.55 +/- 1.18  | 12.22 +/- 3.68                            | 0.118   |
| CD3 <sup>+</sup> CD8 <sup>+</sup> (x10 <sup>4</sup> mean +/- SEM)        | 7.8 +/- 2.42   | 16.32 +/- 3.73                            | 0.116   |
| F4/80 <sup>+</sup> CD11b <sup>+</sup> (x10 <sup>3</sup> mean +/- SEM)    | 7.22 +/- 2.02  | 9.27 +/- 1.60                             | 0.44    |
| F4/80 <sup>+</sup> CD11b <sup>+</sup> IL6 <sup>+</sup> (% mean +/- SEM)  | 9.81 +/- 1.87  | 8.63 +/- 1.33                             | 0.24    |
| F4/80 <sup>+</sup> CD11b <sup>+</sup> TNFα <sup>+</sup> (% mean +/- SEM) | 11.81 +/- 0.97 | 15.45 +/- 1.94                            | 0.86    |

**Supplementary Table 6. Obese Adipoq<sup>cre</sup>IFNAR<sup>fl/fl</sup> and littermate control (Cre<sup>-</sup>IFNAR<sup>fl/fl</sup>) liver immune cell infiltration.**

|                                                      | Metabolically Healthy | Metabolically Challenged | P-value     |
|------------------------------------------------------|-----------------------|--------------------------|-------------|
| n                                                    | 18                    | 30                       |             |
| Age (years mean +/- SEM)                             | 16.64 +/- 0.43        | 16.83 +/- 0.69           | 0.81        |
| BMI (mean +/- SEM)                                   | 46.22 +/- 1.42        | 48.7 +/- 1.48            | 0.24        |
| Glucose (mg/dL mean +/- SEM)                         | 83.97 +/- 3.34        | 97.45 +/- 3.57           | *0.01       |
| Insulin (IU/mL mean +/- SEM)                         | 37.54 +/- 7.99        | 53.04 +/- 11.04          | 0.33        |
| HOMA-IR (mean +/- SEM)                               | 6.75 +/- 1.39         | 14.11 +/- 2.82           | 0.07        |
| NAFLD Activity Score (NAS; mean +/- SEM)             | 0.08 +/- 0.08         | 3.8 +/- 0.43             | ****<0.0001 |
| Aspartate aminotransferase (AST; mg/dL mean +/- SEM) | 20.84 +/- 0.91        | 39.59 +/- 5.13           | *0.01       |
| Alanine aminotransferase (ALT; mg/dL mean +/- SEM)   | 20.02 +/- 1.51        | 59.35 +/- 10.38          | **0.006     |
| Gamma-glutamyltransferase (GGT; mg/dL mean +/- SEM)  | 20.59 +/- 2.26        | 38.32 +/- 4.41           | **0.005     |
| Total Cholesterol (mg/dL mean +/- SEM)               | 150.6 +/- 9.06        | 170.2 +/- 5.93           | 0.059       |
| LDL (mg/dL mean +/- SEM)                             | 86.75 +/- 7.80        | 96.45 +/- 4.97           | 0.27        |
| HDL (mg/dL mean +/- SEM)                             | 31.78 +/- 2.37        | 30.62 +/- 1.22           | 0.63        |
| Triglycerides (mg/dL mean +/- SEM)                   | 130.6 +/- 12.93       | 192.6 +/- 14.08          | **0.005     |

**Supplementary Table 7. Patient cohort demographics.**

|                                   | Met-H           | Met-C           | P-value |
|-----------------------------------|-----------------|-----------------|---------|
| n                                 | 11              | 12              |         |
| IFN $\beta$ (pg/ml mean +/- SEM)  | 1794 +/- 394.6  | 2883 +/- 294.8  | *0.035  |
| CXCL9 (pg/ml mean +/- SEM)        | 2444 +/- 322.5  | 3924 +/- 699.5  | 0.15    |
| TNF $\alpha$ (pg/ml mean +/- SEM) | 16.83 +/- 0.99  | 22.7 +/- 1.50   | *0.014  |
| IL-6 (pg/ml mean +/- SEM)         | 7.58 +/- 2.11   | 17.62 +/- 4.47  | 0.103   |
| CCL3 (pg/ml mean +/- SEM)         | 6.88 +/- 0.54   | 9.36 +/- 0.96   | 0.093   |
| CCL2 (pg/ml mean +/- SEM)         | 332.9 +/- 58.09 | 490.3 +/- 45.49 | *0.050  |
| CXCL10 (pg/ml mean +/- SEM)       | 399.6 +/- 26.08 | 586.1 +/- 74.63 | 0.095   |

**Supplementary Table 8. Met-H and Met-C systemic cytokine and chemokine levels.**

# Supplementary material for: Type I interferon sensing unlocks dormant adipocyte inflammatory potential
**Source:** Nat Commun. 2020 Jun 2;11:2745. doi: 10.1038/s41467-020-16571-4
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistical parameters

When statistical analyses are reported, confirm that the following items are present in the relevant location (e.g. figure legend, table legend, main text, or Methods section).

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ An indication of whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistics including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated
- ☐ ☒ Clearly defined error bars  
*State explicitly what error bars represent (e.g. SD, SE, CI)*

Our web collection on [statistics for biologists](#) may be useful.

### Software and code

Policy information about [availability of computer code](#)

Data collection

As stated in the methods section, for RNA-sequencing analysis, all transcriptomic analyses were performed in StrandNGS aligned with the genome using UCSC. For pathway analysis, the database at topgene.cchmc.org was employed.

Data analysis

As noted in the methods section, all statistical data analysis was performed via GraphPad Prism 8 Software. Flow cytometry was analyzed FlowJo software. GEO generated from RNA-seq analysis through TopGene. Transcription factor binding site motif enrichment was analyzed using the HOMER motif enrichment algorithm.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers upon request. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

RNASeq data for both Adipocytes and Macrophages can be found at: <http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=otqvcueqttixngb&acc=GSE110236>. The access number can be located in the methods section of the manuscript.

## Field-specific reporting

Please select the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences

For a reference copy of the document with all sections, see [nature.com/authors/policies/ReportingSummary-flat.pdf](https://www.nature.com/authors/policies/ReportingSummary-flat.pdf)

## Life sciences

### Study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                             |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Under the methods section and statistical analysis subheading, adequate sample sizes were determined employing power size calculations based on the results of preliminary data.                                                                                                                                            |
| Data exclusions | No data was excluded in this study.                                                                                                                                                                                                                                                                                         |
| Replication     | All experimental findings were reproduced, with the exception of RNA-sequencing analyses and reciprocal bone marrow transfer experiment, a minimum of 2-3 times and all replication attempts were successful. Representative genes from RNA-sequencing analyses were validated and can be found in Supplementary Figure 2c. |
| Randomization   | No randomization for experimental groups was used in this study, but animal experiments were age-matched and housed in the same box for the duration of the diet-induced obesity models.                                                                                                                                    |
| Blinding        | No blinding was used in this study given that the HFD-driven obesity models utilized in these studies leads to mice with easily distinguishable sizes.                                                                                                                                                                      |

## Materials & experimental systems

Policy information about [availability of materials](#)

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Unique materials                       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Research animals            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |

### Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | As described in the methods section, antibodies used were the following: Live/dead stain (Zombie UV Dye; Biolegend; catalog 423107; lot B217753), B220 (clone RA3-6B2; Biolegend; catalog 103243), TNF (clone MP6-XT22; BD Biosciences; catalog 506333; lot B240035), IL-6 (clone MP5-20F3; BD Biosciences; catalog 561376; lot 87419) CD45 (clone 104; catalog 109845; lot B194954), CD11b (clone M1/70; catalog 12-0112-82; lot E01073-1632), F4/80 (clone BM8; catalog 17-4801-82; lot 4306323), CD4 (clone GK1.5; catalog 11-0042-85), CD8 (clone 53-6.7; catalog 48-0081-82; Lot 4299474), and IFN $\gamma$ (clone XMG1.2; catalog 25-7311-82; lot 4332567) [all ebioscience] |
| Validation      | Antibodies were purchased directly from the vendors listed above and have been rigorously tested, validated, and utilized in recent publications (Moreno-Fernandez et. al 2018 JCI Insight; Giles et. al 2017 Nat. Med.; Cappelletti et. al 2017 JCI Insight).                                                                                                                                                                                                                                                                                                                                                                                                                     |

## Research animals

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

### Animals/animal-derived materials

As described in the methods section, male C57BL/6 background (Jackson) WT, IFNAR<sup>-/-</sup>, Adipoq-Cre, IFNAR-Flox were bred in house at Cincinnati Children's Hospital Medical Center (CCHMC) and mice aged between 6-8 weeks were utilized for studies.

## Human research participants

Policy information about [studies involving human research participants](#)

### Population characteristics

As described in the methods section, bariatric surgery participants were recruited from the Cincinnati Children's Hospital Medical Center (CCHMC) Pediatric Diabetes and Obesity Center. Patients with alcohol abuse, viral and autoimmune hepatitis, immunosuppressive or steroid use were not recruited. Liver sections were examined qualitatively using the pediatric NASH-CRN scoring system by a certified liver pathologist. The NAFLD activity score (NAS) is a sum of scores for steatosis, lobular inflammation and ballooning. Patients were segregated into a metabolically healthy (Met-H) or metabolically challenged (Met-C) category based on these well-established clinical parameters of hepatocellular disease (Met. H, n = 18; Met. C, n = 30; clinical phenotypes provided in Supplementary Table 1).

# Method-specific reporting

|                                     |                                                     |
|-------------------------------------|-----------------------------------------------------|
| n/a                                 | Involved in the study                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Magnetic resonance imaging |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

As described in the methods, eWAT and liver immune cells were isolated from obese WT, IFNAR<sup>-/-</sup>, and Adipoq-Cre/IFNAR-Flox mice as previously described (Weisberg et. al 2003 JCI; Giles et. al 2017 Nat. Med.; Moreno-Fernandez et. al 2018 JCI Insight).

#### Instrument

LSR Fortessa (BD biosciences)

#### Software

FlowJo X 10.0.7r2 was used for analysis.

#### Cell population abundance

Purity of immune cells was determined by expression of CD45 and gating strategy detailed below.

#### Gating strategy

Lymphocyte and macrophage populations were gated on a forward scatter (FSC)/side scatter (SSC) plot. Live cells were then gated using Zombie UV (Biolegend). Hematopoietic cells were further gated using CD45 to determine: CD4 T cell (CD3+CD4+), CD8 T cell (CD3+CD8+), B cells (B220+CD11c-F4/80-CD11b-), macrophages (F4/80+CD11b+). For macrophages cytokines production cells were gated using F4/80+CD11b+IL6+ and F4/80+CD11b+TNFα+. Given limited information available on the nature instructions "for authors" website regarding the need to include a specific figure exemplifying the gating strategy, if needed, such figure can be provided for this initial submission.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

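RNA-seq values of 8 samples of mouse primary inguinal adipocytes were analysed, 2 each of NS, IFNβ, LPS and IFNβ + LPS. For every sample, the authors deposited 1 expected count per gene, made by aligning 50 bp single-end reads to mm10 with COBWeb in StrandNGS and estimating expression by expectation maximization. Barcodes and primers had been removed, and reads with more than 5 matches were ignored. The paper's methods go on to RPKM, a floor of 1, DESeq factors and a baseline to the median, and the deposited counts carry none of these. A header over the values reads TPM. They were handled in the unit of expected counts, since their sums differ between samples and run from 21111381 to 26957120, and since 42.8% of the nonzero values are whole numbers. The plan written before the data were examined assumed RPKM and named edgeR as the test should the values be counts. The same plan fixed the groups, thresholds, lists of genes and most of the alternatives.

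Each sample had 36186 values for 35788 gene symbols, and values that share a symbol were summed. Exon lengths came from GENCODE M21 on GRCm38. They were found for 32072 symbols, and the 3716 symbols without a length held 0.695% of all counts and were left out of the tests. Genes with an RPKM over 3 in both samples of at least 1 condition were tested, 9062 in all. Counts were rounded for the tests and normalized with TMM factors. 1 fit of the 4 conditions with edgeR's quasi-likelihood test gave each comparison, with Benjamini-Hochberg adjustment over the tested genes. Each treatment was compared with NS and IFNβ + LPS with each single treatment, and the interaction was the change with IFNβ + LPS minus the changes with IFNβ and with LPS. A gene was called changed at an adjusted p-value under 0.05 and a change over 1.5-fold, and the interaction was called on the adjusted p-value alone. Standard errors of log2 fold changes were derived from the test's F statistic, as the absolute log2 fold change divided by the square root of F. The common dispersion was 0.00205, a biological coefficient of variation of 4.53%. Means and SDs are of CPM scaled by the TMM factors. Percentages carry 95% Wilson intervals. Principal components were computed from log2 CPM with a pseudocount of 1, centred and not scaled. Lists of genes were tested with limma's camera at an inter-gene correlation of 0.01, over 96 tests of lists.

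The median total was 22866652 counts, and 3 counts correspond to between 0.116 and 0.157 CPM, and genes near that level are known only coarsely. With 2 samples per condition, the spread of a single gene is poorly known, and the test borrows it across genes. Genes named in the text are those the paper names for adipocyte RNA-seq and the members of a list where a passage is about that list. They also include, for each treatment against NS, the 5 largest rises and the 5 largest falls past the threshold in which every treated sample lies on the same side of every NS sample. The test was run on simulated counts with 200 changed genes, of which 100% were recovered with 0 false calls. The median absolute error was 0.054 on the log2 scale, for changes of at least 1 on that scale. All simulated genes had the common dispersion, and only well counted genes were changed, in IFNβ + LPS alone. The simulation therefore does not test genes of larger spread, calls near 1.5-fold or normalization when many genes change.

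The alternatives were pseudocounts of 1 and 0.1 with limma on log2 RPKM, no filter, a filter at an RPKM over 10, DESeq2's size factors, DESeq2, library size only and no abundance trend. Others were a linear model without moderation, fits of only the groups compared, the replicate number as a block, unadjusted p-values, a change over 2-fold, the highest value of each symbol and leaving out each replicate. Scaling the genes for the principal components and an estimated inter-gene correlation for camera were also tried. limma on RPKM floored at 1, edgeR's filterByExpr, offsets for GC content and exon length, and counts thinned to the smallest total were chosen after seeing the data. So was the direct comparison of LPS with IFNβ for the genes of Fig. 3a. Macrophage samples were not analysed here. Single-gene results for 2 genes are not reported here. The ToppGene enrichments were not computed, as they need an online service. The tools were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.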

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

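Of the tests in this part, those of the interferon genes and of copies of *Gm8016* were chosen only after the result was seen. The thinning was chosen only after the data were seen.

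The effect of IFNβ differed with and without LPS in 804 of the 9062 tested genes, at an adjusted p-value under 0.05 for the interaction in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The interaction was negative in 663 genes and positive in 141, so this result drew attention as a tested difference between groups. Library composition was tested by leaving out the normalization factors, and 788 genes then had an interaction. This is a weak test, since the factors nearly cancel in the interaction. After every sample was thinned to the smallest total, 776 genes had an interaction. Across genes, the interaction had a Spearman rho of 0.110 with GC content and −0.0237 with exon length. Among the 384 genes with whole counts in every sample, which hold no divided reads, 8.33% had an interaction, against 8.87% of all tested genes. A log scale alone can make 2 additive rises look negative. Of 608 genes raised by both single treatments with a negative interaction, 90.3% also rose by less than the sum of the single rises in CPM. Since these genes were picked for a negative interaction, and the share carries no error, this does not decide how far the log scale matters. The tests of depth, GC content, length and divided reads do not account for the number of genes. Batches of libraries were not tested beyond the replicate number, with which as a block 810 genes had an interaction. The list of interferon genes had a median interaction of −4.63, with median log2 fold changes of 6.02 with IFNβ, 4.68 with LPS and 6.22 with IFNβ + LPS. This is consistent with a hypothesis in which IFNβ and LPS raise the same interferon genes, which then rise little further together. Library composition does not account for a median of this size, since the normalization factors ran only from 0.905 to 1.11.

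*Hif1a* and *Eif6* stood out as a signal in a condition for which the paper does not report them. With LPS against NS their log2 fold changes were 1.69 and 0.90, with adjusted p-values of 4.8e-12 and 2.8e-08 from the same test. Without the normalization factors, the log2 fold change of *Hif1a* with IFNβ was −0.12. Leaving them out lowers the change with IFNβ of all genes alike. It therefore does not decide whether library composition accounts for the absence of a rise of *Hif1a* with IFNβ. Of the 16 counts of the 2 genes in the 8 samples, 0 are whole numbers. This does not decide how far shared reads matter, since only 384 of the 9062 tested genes are whole in every sample. The share of divided reads in the rise with LPS was not measured, and the rise is left as a measured change.

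*Gm8016* (Entrez Gene 666272), annotated as a lincRNA on chromosome 13 from 68353364 to 68356825 of GRCm38, is not discussed in the paper. It had 3572 ± 450.4 CPM in NS and 15992 ± 266 CPM with LPS (SD, n = 2 each), a log2 fold change of 2.16 with an adjusted p of 2.9e-11. Only 1 near-identical copy was found among the symbols, and its largest count in any sample was 6.08. Copies without a symbol could not be counted, so the rise cannot be told apart from reads shared with other copies. No biological explanation was tested.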

How the results depend on the processing

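Of the tests in this part, the filter by filterByExpr, limma on RPKM floored at 1, the offsets for GC content and length, and the thinning were chosen only after the data were seen.

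The counts of changed genes, 887 with IFNβ, 1679 with LPS and 2367 with IFNβ + LPS, stayed within 1.5 times of these values with DESeq2, DESeq2's size factors, library size only, no abundance trend, no moderation, fits of only the groups compared, the replicate block and the highest value of each symbol. They also did so with both pseudocounts, unadjusted p-values, floored RPKM, the offsets and the thinning. They moved with the filter and the fold change. Without a filter they were 1758, 3260 and 4624, and with filterByExpr 1678, 3138 and 4441. With an RPKM over 10 they were 542, 910 and 1233, and with a change over 2-fold 462, 820 and 1148.

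Under the same 4 settings, the genes shared by IFNβ + LPS and IFNβ were 1441, 1395, 500 and 423, and those shared with LPS 2731, 2666, 824 and 751. The percentages shared with IFNβ were 31.2%, 31.4%, 40.6% and 36.8%, and with LPS 59.1%, 60.0%, 66.8% and 65.4%. With library size only they were 26.5% and 56.5%, and without moderation 31.5% was shared with IFNβ. In every setting for which the shares were computed, the share was larger for LPS than for IFNβ. The genes changed by IFNβ + LPS only were 1403 without a filter, 1306 with filterByExpr, 277 with an RPKM over 10, 280 with a change over 2-fold and 1114 with library size only. The augmented genes, 12 in the text, were 36 without a filter, 32 with filterByExpr, 5 with library size only and 81 at over 1.5-fold. The genes with an interaction, 804 in the text, were 349 without moderation and 1777 at unadjusted p-values. For each of these changes the cause was not tested.

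The list of glycolytic enzymes passed an unadjusted p-value of 0.05 with IFNβ under pseudocount 1 (median −0.111), pseudocount 0.1 (median −0.111) and no filter (median −0.145), in the same downward direction as in the text. With an estimated inter-gene correlation it moved the other way, to an unadjusted p-value of 0.54 from limma's camera. The cause was not tested. The share of component 1, 72.4% in the text, was 49.5% with scaled genes and ran from 63.6 to 79.9% across the 8 fits that each left out one replicate. Across the same 8 fits, genes beyond 1.5-fold without a test ran from 893 to 959 with IFNβ, from 1669 to 1742 with LPS and from 2368 to 2395 with IFNβ + LPS.

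Of 846 values of named genes under alternatives that kept all samples, 820 kept their direction and side of the adjusted p-value limit. The rest were weaker in 12 cases, stronger in 6 and reversed in 8. This comparison left out the limit on the fold change. A value that fell under that limit alone was therefore counted as kept. *Cd59a* with LPS, 0.0014 in the text, was −0.00123 with pseudocount 1, −0.00142 with pseudocount 0.1, −0.00509 with no filter and −0.187 with library size only. *Hif1a* with IFNβ, 0.0076 in the text, was −0.0244 with no filter, −0.00648 with an RPKM over 10 and −0.122 with library size only. *Tlr4* with LPS was −0.0871 with library size only. The cause was not tested. Of 1000 values with 1 sample left out, 145 moved by more than the spread of replicates and 7 changed sign. Depth limits the precision of genes near 0.157 CPM. The call of *Gpr84* with IFNβ, at a mean of 0.225 CPM, was lost with the replicate block and with pseudocount 1, and the cause was not tested.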

Differences from the paper's values

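Of the adipocyte genes changed by IFNβ + LPS, 1502 were also changed by LPS alone, against the paper's 151. As a share this was 63.5%, against the paper's 8.3%. None of the alternatives set before the data were examined closed either gap, and the nearest were 751 genes at a change over 2-fold and 56.5% with library size only. The paper called changes with 2-way ANOVAs on normalized RPKM of transcripts. No alternative here worked on transcripts or repeated that ANOVA. The gaps in this paragraph therefore do not show that the paper's counts cannot be obtained. The genes changed by LPS against NS were 1679, against the paper's about 170 in Supplementary Fig. 3a, read by eye. None of the alternatives set before the data were examined closed this gap, the nearest being 820 at a change over 2-fold. The paper's about 1400 for LPS in Supplementary Fig. 2b, read by eye, is within 1.5 times of 1679. With IFNβ, 887 genes were changed, against the paper's about 2700 in Supplementary Fig. 2b, read by eye. None of the alternatives set before the data were examined closed the gap, the nearest being 1758 with no filter. The paper's about 990 for IFNβ in Supplementary Fig. 3a, read by eye, is within 1.5 times of 887. With IFNβ + LPS, 2367 genes were changed, against the paper's about 4900 in Fig. 2e, read by eye. With no filter, the count was 4624, within 1.5 times of the paper's, and no other alternative set before the data were examined closed the gap. With filterByExpr, a setting chosen after seeing the values, it was 4441. The paper's about 1800 for IFNβ + LPS in Supplementary Fig. 3a, read by eye, is within 1.5 times of 2367.

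The paper states that the genes of the combined treatment overlap more with those of IFNβ than with those of LPS. The shares here were 33.6% with IFNβ and 63.5% with LPS, and the order was the same under every setting for which the shares were computed. The paper states that the genes in its list for Supplementary Fig. 2a are among the most highly expressed of untreated adipocytes. The legend of that figure instead speaks of differentially regulated genes, so the basis of the list is not certain. Here 0 of the 35 were among the 2500 highest by CPM and 1 by RPKM. The paper names soluble factors as raised further by the combined treatment. Its criterion is a change over 2-fold against IFNβ or LPS. Read as either treatment, all 4 met it, since all 4 were over 2-fold higher than with IFNβ alone. Read as each treatment, the stricter reading used here, *Cxcl9* alone met it. *Il15*, *Cxcl10* and *Ccl5* exceeded LPS alone by log2 fold changes of 0.67, 0.74 and 0.77.

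The paper places class I antigen presentation among pathways distinct to the combined treatment. All 18 genes of the list were raised past the threshold by each single treatment, and 0 were distinct to the combination. That list was written by hand and is not the paper's set of genes. The paper's enrichment was not computed, so the list does not test it. Of the genes in Fig. 2f, *Ccl5* was changed by each single treatment, with log2 fold changes of 2.61 and 6.60. *Stat3* and *Map3k5* were changed by LPS alone, by 0.93 and 0.98. *Cd59a* did not pass the threshold with the combination, at −0.023, and was −0.31 with library size only. The paper states that IFNβ raises *Hif1a* and *Eif6*. Here their log2 fold changes with IFNβ were 0.0076 (adjusted p = 0.93) and 0.24 (adjusted p = 0.01, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Eif6* thus rose in the paper's direction, by under 1.5-fold.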

Other observations

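Of the tests in this part, those of sample labels, *Serpina3g*, *Gm8810*, leukocyte markers, adipocyte markers and the ranking of the 35 genes were chosen only after the result was seen. The thinning and the offsets for GC content and length were chosen only after the data were seen. Adjusted p-values for single genes are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

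More genes were changed by IFNβ + LPS, 2367, than by LPS, 1679, or IFNβ, 887. Depth does not account for this order, since after thinning to the smallest total the counts were 2376, 1679 and 891. With offsets for GC content and length they were 2389, 1677 and 895. The LPS genes overlapped the IFNβ + LPS genes more than the IFNβ genes did. The size of the LPS set accounts for part of this and not all, since among the 887 top genes of each treatment, LPS shared 79.3% with IFNβ + LPS and IFNβ 60.8%, a smaller gap than 63.5% against 33.6%. As a share of each single treatment's own genes, the overlaps were 89.5% for LPS and 89.7% for IFNβ. An exchange of the IFNβ and LPS labels does not account for it either, since the median log2 fold change of the NF-κB list was 3.28 larger with LPS than with IFNβ. Library batches were not tested, so this order is left as a measured result.

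The replicates of a condition were close, with a Pearson's r across genes of 0.997 to 0.998. One library entered under 2 names does not account for this, since the smallest chi-square per degree of freedom of a pair was 3.11 and counting noise alone would give about 1.

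*Serpina3g* fell to near 0 with IFNβ + LPS, while its paralog *Serpina3f* rose. Their summed counts rose by a log2 fold change of 0.23 against LPS and 1.96 against NS. This is consistent with reads of both genes being assigned to *Serpina3f* in those samples, a technical explanation. *Gm8810* fell with every treatment. The sum with related genes rose by a log2 fold change of 2.93 with IFNβ. That sum includes *H2-T22*, whose mean went from 22.1 CPM in NS to 318 CPM with IFNβ. Such a rise hides the fall of *Gm8810*, from a mean of 19.0 to 0.871 CPM. The sum therefore does not decide, and the fall cannot be told apart from a different division of shared reads.

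Leukocyte marker genes were detected in the NS adipocytes. Of 16 markers in the list, 15 were found among the values, and 14 of these were over 1 CPM in both samples. This is consistent with RNA from other cells of the stromal vascular fraction, though expression in adipocytes was not excluded. The list did not rise with IFNβ + LPS (limma's camera, adjusted p = 0.723), so no rise of leukocyte RNA was seen in that comparison. With LPS alone, 13 of 14 tested markers were higher than in NS, at a median log2 fold change of 0.35 (limma's camera, adjusted p = 0.15). With IFNβ + LPS, 12 of 14 were lower than with LPS, at a median of −0.39 (limma's camera, adjusted p = 0.069). A difference in leukocyte RNA between these groups is not excluded. *Pparg* and *Cebpa* fell with LPS, by log2 fold changes of −1.26 (adjusted p = 5.4e-10) and −1.51 (adjusted p = 2.5e-11), and with IFNβ + LPS, by −1.20 (adjusted p = 6.4e-10) and −1.37 (adjusted p = 4.7e-11). With IFNβ + LPS, the adipocyte list had a median of −0.059 and quartiles of −0.73 and 0.163, with 6 genes lower and 1 higher past the threshold (limma's camera, adjusted p = 0.093). A loss shared by all adipocyte transcripts does not account for that upper quartile, but a loss of some is not excluded. With LPS alone the median was −0.20, the upper quartile was −0.12 and 13 of 15 genes were lower (limma's camera, adjusted p = 0.0030). A small general loss is therefore not excluded there. The median and upper quartile argue against such a loss as the only source of the larger falls of *Pparg* and *Cebpa* with LPS.

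The 35 genes of Supplementary Fig. 2a ranked low by expression. Ranking instead by expression relative to the median of the 8 adipocyte samples placed 15 of 35 among the 2500 highest in NS, more than by CPM or RPKM. RPKM was floored at 1 for this ranking. A gene under that floor in both NS samples, or without an exon length, could not rank above its median. Fewer than all 35 could therefore be placed high. The paper's baseline step takes the median of all samples, and the macrophage samples were not analysed here, so this ranking does not test that step.

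Values for other genes that the paper measured by other methods follow. The log2 fold changes of *Irf9* were 2.01 (adjusted p = 1.1e-12) with IFNβ, 1.94 (adjusted p = 1.7e-12) with LPS and 1.94 (adjusted p = 1.2e-12) with IFNβ + LPS. Of the receptors, *Tlr2* changed by 0.81 (adjusted p = 4.7e-04) with IFNβ and 3.28 (adjusted p = 2.3e-11) with LPS, and *Tlr3* by 4.29 (adjusted p = 2.9e-15) and 3.23 (adjusted p = 1.6e-13). *Tlr9* was not tested and had 0.875 ± 0.293 CPM in NS and 3.40 ± 0.311 CPM with IFNβ (SD, n = 2 each). *Ifnar1* changed by 0.12 (adjusted p = 0.12) with IFNβ and 1.05 (adjusted p = 6.3e-10) with LPS, and *Ifnar2* by 0.23 (adjusted p = 0.0046) and 1.13 (adjusted p = 2.1e-10). *Ifnb1* had 0 and 0 counts in NS, 2 and 0 with IFNβ, 7 and 13 with LPS, and 23 and 2 with IFNβ + LPS. With IFNβ, the glycolytic genes *Pfkl*, *Pfkm* and *Pfkp* changed by −0.13 (adjusted p = 0.14), −0.45 (adjusted p = 2.5e-04) and −0.073 (adjusted p = 0.38). *Pgk1* changed by −0.084 (adjusted p = 0.3), and *Pkm* had 3088 ± 212 CPM in NS and 3088 ± 16.5 CPM with IFNβ (SD, n = 2 each). By qPCR, the paper reports rises of *Pfk1*, *Pgk1* and *Pkm2* with IFNβ. The counts are per gene and do not separate *Pkm2* from the rest of *Pkm*.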
